# Single-cell analysis of testicular bacterial microbiome changes during aging and effect on reproductive capacity in mice

**DOI:** 10.1016/j.isci.2025.114174

**Published:** 2025-11-22

**Authors:** Jianteng Zhou, Ying Li, Tao Zhu, Kexin Yang, Cheng Zhang, Ruoqi Zhang, Xinrong Zhang, Dianshuang Zhou, Xiaoyue Ding, Yu Qiao, Conghui Han, Zuobin Zhu

**Keywords:** Health sciences

## Abstract

The testis supports spermatogenesis through a tightly regulated microenvironment, and the bacterial microbiome (BM) may influence host cells through immune and metabolic pathways, thereby impacting reproductive capacity. Here, we applied invasion-adhesion-directed expression sequencing (INVADE-seq), a single-cell RNA sequencing approach that simultaneously captures host and bacterial transcripts, to examine how bacterial signals shape testicular cell states. We detected a sparse but widespread bacterial presence across multiple cell types, with somatic and early germ cells outside the blood-testis barrier (BTB) showing relatively higher bacterial abundance. Bacterial load increased with age, coinciding with transcriptional signatures of reduced BTB function. At the cellular level, bacterial-positive Leydig cells exhibited activation of steroidogenic genes, whereas macrophages upregulated pathways related to autophagy and immune modulation. These findings not only deepen our understanding of testicular microbiome biology but also hold promise for the discovery of novel diagnostic biomarkers and therapeutic targets for BM-related and age-associated male subfertility.

## Highlights

• Single-cell INVADE-seq maps bacteria-host interactions across diverse testicular cell types
• Somatic and early germ cells outside the blood-testis barrier show higher bacterial load
• Aging increases testicular bacterial abundance and correlates with impaired BTB integrity
• Bacterial-positive cells activate steroid pathways in Leydig and M2 programs in macrophages

## Introduction

The bacterial microbiome (BM) is ubiquitously distributed across different body regions and plays a pivotal role in modulating host health and development.^1^^,^^2^ The male reproductive system is an intricate and complex system, which is responsible for producing, storing, and transporting sperm, along with the synthesis and release of sexual hormones.^3^ Recent studies have highlighted connections between the BM and male reproductive health. On one hand, gut microbiomes and their metabolites have been shown to influence sperm quality, disrupt testicular architecture, regulate sex hormones, and affect sexual behavior.^4^^,^^5^^,^^6^^,^^7^ On the other hand, the composition and structure of bacterial communities within seminal fluid and the male reproductive tract hold promise as potential biomarkers for assessing sperm quality.^8^^,^^9^^,^^10^ Paradoxically, despite the testis being the primary organ of male reproduction, the BM associated with testicular tissue remains poorly characterized.

Testis is where spermatogenesis takes place. Spermatogenesis represents a complex process, which involves the differentiation of spermatogonia into mature sperm in a stepwise manner. In addition to germ cells at various stages of spermatogenic development, the testicular microenvironment encompasses multiple somatic cell types, including sertoli cells (SCs), Leydig cells (LCs), and peritubular myoid cells (PTMs). Traditionally, the testis has been regarded as an immunologically privileged and microbiologically sterile site due to its unique anatomical features.^11^^,^^12^^,^^13^ PTM surrounds the seminiferous epithelium to form a primary barrier, while the blood-testis barrier (BTB), located within the seminiferous tubules and formed by tight junctions between adjacent SCs, serves as a more effective barrier.^14^^,^^15^ This specialized anatomical arrangement safeguards germ cells from detrimental immune responses, as well as prevents the entry of molecules and bacteria from the blood vessels. Nevertheless, recent metagenome investigations have identified low-abundance bacteria within testicular tissue. Moreover, testicular BM dysbiosis has been linked to idiopathic non-obstructive azoospermia.^16^^,^^17^^,^^18^ However, the exact identity of these cell-associated bacteria and the specific host cell types with which they interact remain uncharacterized. Additionally, it is largely unknown at the molecular and genomic levels how the spatial distribution of testicular BM and the specific host-microbial cellular interactions impact the testicular immune microenvironment, function, and spermatogenic capacity.

Single-cell RNA sequencing (scRNA-seq) technologies have emerged as invaluable tools for unraveling cellular heterogeneity within mammalian tissues, including the testis. Multiple studies have utilized scRNA-seq technologies to characterize testicular cell types, elucidate developmental and age-related changes, and map the testicular microenvironment in infertile males.^19^^,^^20^^,^^21^^,^^22^ Recently, an improved scRNA-seq technology called invasion-adhesion-directed expression sequencing (INVADE-seq) was developed. INVADE-seq enhances the standard 10× Genomics 5′ scRNA-seq method by incorporating a bacterial 16S rRNA gene-targeting primer.^23^^,^^24^ This innovative approach has been successfully implemented to investigate tissue-associated microbiota at single-cell resolution in human cell lines and oral squamous cell carcinoma tumor tissue.^25^^,^^26^^,^^27^ Compared to traditional 16S RNA sequencing and scRNA-seq technologies, INVADE-seq enables detailed characterization of testicular BM composition, identification of bacteria-host interaction, and insights into the impact of testicular BM on reproductive capacity.

Previous histological and scRNA-seq studies in human and mouse have demonstrated that aging exerts diverse impacts on male fertility, including declining sperm quality, impaired BTB integrity, defective DNA repair in spermatogonia stem cells, and inflammation in multiple cell types.^19^^,^^20^^,^^21^^,^^22^^,^^28^^,^^29^ Aging also influences the human microbiota. From infancy to old age, microbiome features such as diversity, composition, and function of the microbiota in the skin, oral, and gut are under succession.^30^^,^^31^ However, the effects of aging on the testicular BM remain unknown. Given the reciprocal interaction between host and microbes, it is plausible that testicular aging may influence the testicular BM, and conversely, alterations in the testicular BM with aging could contribute to testicular changes. For instance, impaired BTB integrity could both result from and contribute to changes in the testicular BM during aging.^32^

To address these gaps, we utilized INVADE-seq to map cellular and molecular interactions between host cells and bacteria within the testis in over 70,000 single cells of young and old mice. We characterized the composition and distribution of the testicular BM and examined transcriptional and signaling changes in bacteria-associated cells across major testicular cell types, revealing a set of molecular mechanisms underlying testis-bacteria interaction. Collectively, our study not only provides novel insights into understanding of the testicular BM, its impact on reproductive capacity, and its relationship with aging but also serves as a valuable resource for the discovery of diagnostic biomarkers and therapeutic targets for BM- and age-associated male subfertility.

## Results

### Construction of single-cell transcriptomic atlas of young and older mice

To characterize the distribution of the testicular BM and specific host-microbial cellular interactions, we obtained whole testes of male mice aged 5 months (termed “young” mice, *n* = 3) and aged 20 months (termed “old” mice, *n* = 3). We performed INVADE-seq on all 6 samples using the 10× Genomics Chromium platform (Figure 1A). 

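INVADE-seq adds a primer for bacterial 16S rRNA to the reverse transcription of droplet-based 5′ single-cell RNA sequencing, so that one cell barcode marks the host and the bacterial transcripts of a droplet. The deposited gene expression data hold 1 library from each of 3 young mice (5 months) and 3 old mice (20 months), whose replicates are called A, B and C in each age. For each library the authors deposited a matrix of UMI counts for 32285 genes, which their methods say was made with Cell Ranger against the mm10 genome. The matrices hold the barcodes before the filters of the methods, as whole numbers without normalization. The young libraries held 12894 to 18009 barcodes (median 14049) and 175155335 to 261710528 UMIs (median 192121529). The old libraries held 15064 to 18505 barcodes (median 15889) and 233717454 to 251441008 UMIs (median 243792891). The filters named in the methods were applied to these matrices, and barcodes were kept with at least 200 genes, at least 1000 UMIs, a ratio of log10 genes to log10 UMIs of at least 0.7, at most 10% mitochondrial UMIs and at most 5% hemoglobin UMIs. The paper's text does not give the doublet rate used with DoubletFinder, so doublets were scored with Scrublet, and the cells with the highest scores were removed from each library at a rate of 0.8% for every 1000 cells. In the cells kept, the median of UMIs per cell lay between 7485.5 and 10662.5 in young mice and between 9182 and 10776 in old mice. For tests of expression the UMIs of all cells of one class were summed in each mouse, and the sums were compared across mice with edgeR's quasi-likelihood test after TMM normalization, which left out genes of low counts by the filterByExpr rule. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.2, and the mouse, not the cell, was the replicate. At this replicate number the test was tried on simulated counts, where 169 of 200 changed genes were recovered in ESs and 164 of 200 in LCs for a comparison of ages. These genes were changed by 2 on the log2 scale at a dispersion of 0.1, so that recovery of smaller changes was not measured.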

Histological examination revealed that some seminiferous tubules in aged mouse testes exhibited increased wall thickness and reduced germ cell layers, whereas most tubules maintained normal morphology (Figure 1B). This qualitative observation is consistent with previous reports describing localized degenerative changes in aged testes.^29^^,^^33^ Meanwhile, the sperm count in aging mice did not show a significant decrease, which is consistent with previous reports^20^^,^^29^ (Figure S1A).

**Figure 1:**
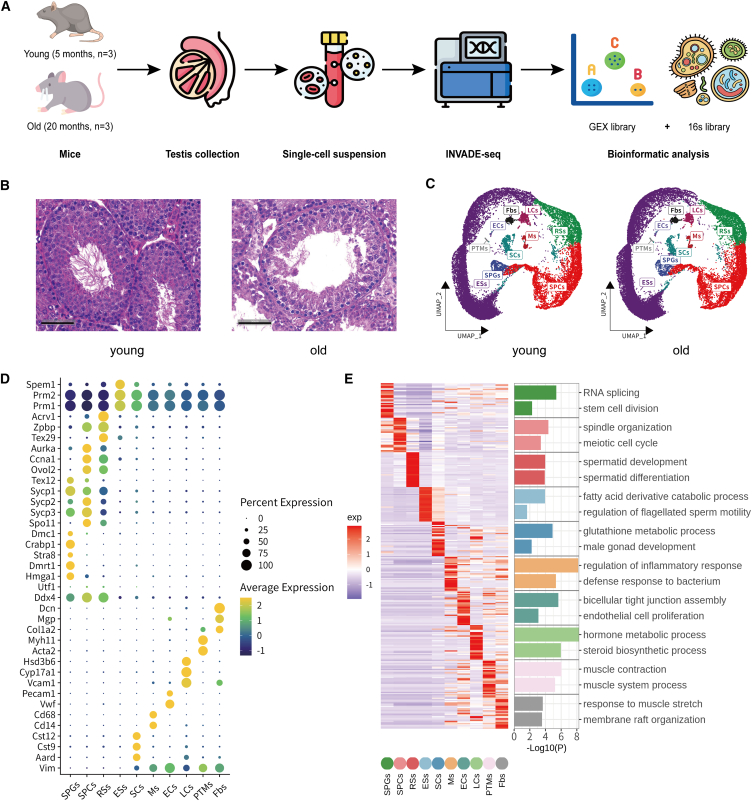
Construction of single-cell transcriptomic atlas of young and older mice testes (A) Schematic of the experimental design of this study. (B) H&E-stained testis sections from young and old mice, highlighting histological changes associated with aging. Scale bars represent 50 μm. (C) UMAP plots of the annotated testicular cell types from both young and old mice. Different colors represent distinct cell subsets. (D) Dot plot of marker gene expression across testicular cell types. Dot size indicates the percentage of expressing cells, and color intensity reflects average expression levels. Data are pooled from both young and old mouse samples. (E) Left: clustered heatmap of the top 30 differentially expressed genes in each cell cluster. The scaled gene expression levels are colored according to *Z* score. Right: the corresponding top 2 enriched biological processes in different cell clusters, and bar length corresponds to −log10(*p*), denoting statistical significance of pathway enrichment. Data are pooled from both young and old mouse samples.

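The 6 libraries held 94410 barcodes, 44952 from young mice and 49458 from old mice. Of these, 75552 met the 5 filters of the methods, 35542 from young mice and 40010 from old mice. Doublet removal took out 7727 cells, 3425 from young mice and 4302 from old mice. The remaining 67825 cells comprised 32117 from young mice and 35708 from old mice. Cells per mouse numbered 10706 ± 1504 (SD, n = 3) in young mice and 11903 ± 1121 (SD, n = 3) in old mice (exact permutation test, two-sided, p = 0.3, where 3 mice against 3 cannot give less than 0.1). Without doublet removal the mean over the 6 mice rose from 11304 to 12592 cells.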

A total of 72,326 single cells (33,738 from young mice and 38,588 from old mice) passed stringent quality control filtering and were included in the subsequent analysis (Figure S1A). Quality control criteria excluded cells with low gene counts (<200 genes), high mitochondrial gene percentage (>10%), or potential doublets, thereby ensuring data robustness. Dimensionality reduction was performed using principal-component analysis, and the top 50 principal components were applied for uniform manifold approximation and projection (UMAP) visualization. Clustering was conducted using the Louvain algorithm implemented in Seurat v.4.0. This analysis resolved 10 distinct cellular populations within the mouse testis, which were consistently detected in both young and old groups. Annotation of these clusters was based on the expression of canonical marker genes reported in prior single-cell studies of testis biology.^20^^,^^34^ Specifically, six major somatic cell populations were identified: SCs (*Aard*^+^), macrophages (*Cd68*^+^), endothelial cells (ECs, *Vwf*^+^), LCs (*Cyp17a1*^+^), PTMs (*Acta2*^+^), and fibroblasts (Fbs, *Dcn*^+^). 

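Counts of the cells that met the filters were normalized per cell and log-transformed, and a graph of 20 nearest neighbors on 50 principal components of 2000 variable genes was divided with the Leiden algorithm at resolution 1. Most of the 38 clusters were named from marker lists written in advance, which include the marker that the paper gives for each population, and the names SPGs, SPCs and so on stand for clusters that are like these types by those markers. The scoring thresholds for the names were set after the clusters had been seen. The named classes held 2503 SPGs, 11886 SPCs, 7247 RSs, 30051 ESs, 3182 SCs, 787 macrophages, 317 ECs, 1339 LCs, 205 PTMs and 1078 Fbs. Clusters that stayed without a name held 15.1% of the cells of young mice and 12.2% of those of old mice. One of them, with 438 cells, was led by the T cell and NK cell genes Ccl5, Nkg7 and Cd3g. Each of the 10 classes was found in every mouse, with the smallest number, 15 cells, for ECs in one mouse. The same cluster held the largest part of each class in both ages, for example 69.8% of the SCs of young mice and 83.7% of those of old mice.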

In parallel, four germline populations representing successive stages of spermatogenesis were captured: spermatogonia (SPGs, *Crabp1*^+^), spermatocytes (SPCs, *Sycp3*^+^), round spermatids (RSs, *Acrv1*^+^), and elongating spermatids (ESs, *Prm1*^+^) (Figures 1C, 1D, and S1B). To further validate cluster identity, we conducted Gene Ontology (GO) enrichment analysis of the top 30 marker genes for each cluster. This analysis revealed pathways strongly associated with the specialized functions of the corresponding cell types, for example, steroid biosynthesis in LCs, tight junction organization in SCs, extracellular matrix organization in PTMs, and meiotic processes in SPCs (Figure 1E). These results confirm that our dataset robustly recapitulates the known cellular heterogeneity of the mouse testis while providing a comprehensive reference map at single-cell resolution.

### Aging-related cellular and transcriptional alterations

We next investigated the testicular cellular composition changes during aging. All samples contained germ cells across developmental stages, but aged mice exhibited a significant reduction in spermatogonia proportion (Figures 2A, S2A, and S2B), indicating declining germline stem cell reserves. 

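The SPG class made up 5.66% ± 2.85 of the cells kept in young mice and 2.15% ± 0.716 in old mice (SD, n = 3 each), a difference that a two-sided exact permutation test of the age labels placed at p = 0.2, with 0.429 after Benjamini-Hochberg adjustment over the 10 classes. ESs made up 38.6% ± 3.61 in young mice and 49.1% ± 2.33 in old mice (SD, n = 3 each), with every old mouse above every young mouse (exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow; adjusted p = 0.429). Shares were counted over all cells kept, those without a class name included. The SPG class was named with a pseudocount of 1, a value chosen after the clusters had been seen. With the value of 5 that was tried first, which leaves out 1 cluster of 1848 cells, doublets included, SPGs made up 3.51%, 2.65% and 3.00% in the young and 1.63%, 1.27% and 1.29% in the old mice, so that every old mouse lay below every young mouse (exact permutation test, p = 0.1). None of the 10 classes passed an adjusted p of 0.05, which this number of mice could not reach, and none did under any of the alternative settings.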

Meanwhile, we found that the transcriptional landscape of various testicular cell types underwent substantial remodeling during aging. Differentially expressed genes (DEGs) are provided in Table S1. 

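The first 5 genes of Table S1, all listed for ESs, were compared between old and young mice in the summed counts of this class, which held 3496 to 6334 cells and 53140642 to 81665878 UMIs per mouse. 1700016K05Rik (ENSMUSG00000114563, chromosome 17 of GRCm38 from 66714454 to 66720485), annotated as an antisense transcript, had 90.1 ± 3.26 CPM in young mice and 131 ± 6.09 CPM in old mice (SD, n = 3 each). Its log2 fold change was 0.54 (standard error 0.06, adjusted p = 0.0141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was the 1 gene of 16626 tested that was called in ESs. Without replicate A of the young mice, replicate B of the old mice or replicate C of the old mice it was not called at an adjusted p under 0.05, and with each mouse left out in turn its log2 fold change lay between 0.51 and 0.57. The files do not state whether the counting used strand, so UMIs of a gene on the other strand could be among its counts. Slc41a3 (ENSMUSG00000030089, chromosome 6 of GRCm38 from 90604725 to 90646412) had a log2 fold change of 2.70 (standard error 0.80, adjusted p = 0.527), which rested on replicate B of the old mice and was 0.11 without it. For 4930570D08Rik (ENSMUSG00000084875) and Gm614 (ENSMUSG00000090141) the log2 fold changes were 0.25 and 0.19, and Tmem267 (ENSMUSG00000074634) fell by 0.51 on the log2 scale. None of these 3 genes was called. With a block on the replicate letters A, B and C, whose pairing stays open in ESs, edgeR called 16 genes in ESs in place of 1.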

Among testicular somatic cells, LCs and macrophages exhibited the most pronounced transcriptomic divergence, characterized by a larger number of DEGs and greater fold changes, particularly with more genes upregulated in aged testes (Figure 2B). This trend became even more evident when applying a stricter cutoff (fold change >1.5), as shown in Figure S2C. In addition, SCs also displayed a considerable number of DEGs, predominantly showing downregulation in aged mice, highlighting their susceptibility to age-related functional decline. These observations are consistent with the central roles of LCs and macrophages in maintaining testicular homeostasis and immune regulation. 

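By edgeR's quasi-likelihood test, 1156 genes were called by age over the 10 classes, 302 higher and 854 lower in old mice, and 1145 of them were called in macrophages. In this class 294 genes were higher and 851 lower in old mice, of 6381 genes tested on 90 to 172 cells and 344163 to 715659 UMIs per mouse. Without doublet removal the balance was the other way, with 1225 higher and 962 lower. No gene was called in LCs, of 10523 tested, although 788 had an unadjusted p under 0.05, and DESeq2 called 14. Nor was any gene called by edgeR in SPGs, ECs or PTMs, where 52, 28 and 24 genes had an unadjusted p under 0.05 and DESeq2 called 0. SPCs, ESs and Fbs had 1 called gene each, SCs 2 and RSs 6. DESeq2 called 7 in SPCs, 30 in ESs, 1 in Fbs, 5 in SCs and 123 in RSs. With each mouse left out in turn, the edgeR count ran from 0 to 397 in RSs and from 0 to 17 in ESs. Of the 851 genes lower in macrophages of old mice, 98.7% had their highest level in a germ cell class, against 62.5% of the genes tested. The count of 1145 changed to 586 without replicate A and 1858 without replicate C of the young mice, and to 610 without replicate B and 446 without replicate C of the old mice. When the class was limited to its M1-like and M2-like clusters, an alternative chosen after the data were seen and the one that moved the count most, edgeR called 0 genes, with 331 at an unadjusted p under 0.05. Vsig4 (ENSMUSG00000044206, chromosome X of GRCm38 from 96247203 to 96293438) was higher in macrophages of old mice, at 201 ± 72.6 CPM against 35.0 ± 25.1 CPM (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.45, adjusted p = 0.00132). C4b (ENSMUSG00000073418) rose with a log2 fold change of 2.90 (standard error 0.61, adjusted p = 0.00447). Katnal2 (ENSMUSG00000025420) and Pxt1 (ENSMUSG00000045378), the 2 called genes with the largest fall among those lower in every old mouse, had log2 fold changes of -4.23 and -3.40. Both ages were found in every macrophage sub-cluster, but in different proportions, with 26.7% to 65.5% of the cells from old mice. Vsig4 is among the leading genes of the M2-like cells, which made up 46.7% of the M1-like and M2-like macrophages in young and 63.5% in old mice, and Pxt1 among those of a sub-cluster led by germ cell genes, of which 27.2% of the cells came from old mice. With M1-like and M2-like macrophages alone, Vsig4 still rose with a log2 fold change of 2.04 (adjusted p = 0.0769 from edgeR, n = 3 per age). This was more than the log2 fold change of 0.44 in the share of M2-like cells, so that the mixture does not account for its whole rise. Pxt1 and Katnal2 fell below the count filter in these cells. Their falls were therefore seen only with the sub-clusters led by germ cell genes included, and what the mixture added to them stays open. From the number of DEGs and their fold changes, the paper concludes that LCs and macrophages diverged most among the somatic cells.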

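In SCs, with 354 to 719 cells and 1939859 to 4299133 UMIs per mouse, 2 of 13534 genes tested were called between old and young mice by edgeR's quasi-likelihood test, and 1434 had an unadjusted p under 0.05. Gm28444 (ENSMUSG00000101388, chromosome Y of GRCm38 from 6724211 to 6727474), a long noncoding RNA gene, had 14.3 ± 2.15 CPM in young mice and 48.9 ± 4.38 CPM in old mice (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.17, adjusted p = 0.00337). Irf1 (ENSMUSG00000018899, chromosome 11 of GRCm38 from 53770014 to 53778374) had 37.1 ± 2.05 CPM in young mice and 13.9 ± 2.20 CPM in old mice (SD, n = 3 each) and fell by 1.41 on the log2 scale (standard error 0.18, adjusted p = 0.0305). Gm28444 was not called without replicate C of the old mice (adjusted p = 0.0673 from edgeR) and stayed called with any other mouse left out. Irf1 was called without replicate A of the young mice and not without any of the other 5 mice (adjusted p of 0.0791 to 0.303 from edgeR). With doublets kept in, the count of called genes rose from 2 to 763.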

Differential expression and functional enrichment analyses were conducted for each annotated testicular cell type. GO enrichment of age-associated DEGs revealed that upregulated genes in old testes were enriched in pathways related to oxidative stress, protein synthesis, and immune signaling, whereas downregulated genes clustered in processes related to cell proliferation, migration, and extracellular matrix organization (Figures 2C and 2D), highlighting a systemic shift toward catabolic and inflammatory states alongside reduced anabolic and structural functions in aged testes. Notably, in spermatogonia, aging was associated with transcriptional repression of mitotic phase transition (G1/S phase) pathways (Figures 2E and S2D). Further analysis showed that in aged mice, the overall gene set score for “DNA damage response” was reduced in multiple germ cells (Figure S2E). 

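Counts of SPGs were summed over 175 to 842 cells and 1618770 to 6571701 UMIs per mouse. Cdc6 (ENSMUSG00000017499, chromosome 11 of GRCm38 from 98907801 to 98923940) had 29.8 ± 5.66 CPM in young mice and 21.6 ± 3.60 CPM in old mice (SD, n = 3 each). Its log2 fold change was -0.47 (standard error 0.24, adjusted p = 1.000 from edgeR's quasi-likelihood test) and stayed below 0 with any mouse left out. Ccnd1 (ENSMUSG00000070348) had 120 ± 23.5 CPM in young and 96.1 ± 27.2 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.32 (standard error 0.27, adjusted p = 1.000). Cdk1 (ENSMUSG00000019942) had 83.2 ± 5.26 CPM in young and 81.7 ± 22.1 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.02 (standard error 0.23, adjusted p = 1.000), and its direction depended on the mice included, from -0.28 to 0.12 with one left out. The differences in Ccnd1 and Cdk1 were no larger than the spread between mice.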

Correspondingly, transcriptional downregulation of mitotic-associated genes (e.g., *Cdc6*, *Ccnd1*, and *Cdk1*) was observed in aged spermatogonia (Figure S2F). These results suggest a possible reduction in the self-renewal capacity of spermatogonia during aging.^36^^,^^37^ In addition, we observed that in aged mice, the scores of gene sets related to aging, such as the reactive oxygen species response pathway and the inflammatory response pathway, were increased, especially in LCs and macrophages (Figures 2F, 2G, and S2G). Furthermore, CellChat analysis revealed age-dependent rewiring of soma-germline interactions (Figure 2H), where bone morphogenetic protein (BMP) signaling (essential for spermatogonia self-renewal^38^^,^^39^^,^^40^) and G protein-coupled receptor (GPR) signaling (driving LC proliferation^41^) showed significantly weakened ligand-receptor interactions in aged testes (Figure 2I), manifested as reduced expression of genes *Bmp7* and *Nmb*, respectively (Figure 2J). Conversely, immune/inflammatory pathways (macrophage migration inhibitory factor (MIF), growth differentiation factor (GDF), and COMPLEMENT) were robustly activated (Figure 2I), exacerbating testicular microenvironmental inflammation.^42^ 

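Bmp7 (ENSMUSG00000008999, chromosome 2 of GRCm38 from 172868012 to 172940321) was measured in SPGs at 28.0 ± 3.15 CPM in young mice and 25.6 ± 10.6 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.14 (standard error 0.35, adjusted p = 1.000 from edgeR's quasi-likelihood test). Without one mouse the value lay between -0.41 and 0.16. In LCs, with 95 to 493 cells and 1085640 to 4684779 UMIs per mouse, Nmb (ENSMUSG00000025723, chromosome 7 of GRCm38 from 80902227 to 80905076) had 34.5 ± 6.66 CPM in young mice and 41.4 ± 5.90 CPM in old mice (SD, n = 3 each). Its log2 fold change of old over young was 0.26 (standard error 0.23, adjusted p = 0.740). The ligand-receptor analysis itself was not repeated.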

Collectively, our INVADE-seq data indicate that both testicular somatic and germ cells undergo significant molecular reprogramming during aging, which is largely consistent with previous findings.^19^^,^^20^^,^^29^

**Figure 2:**
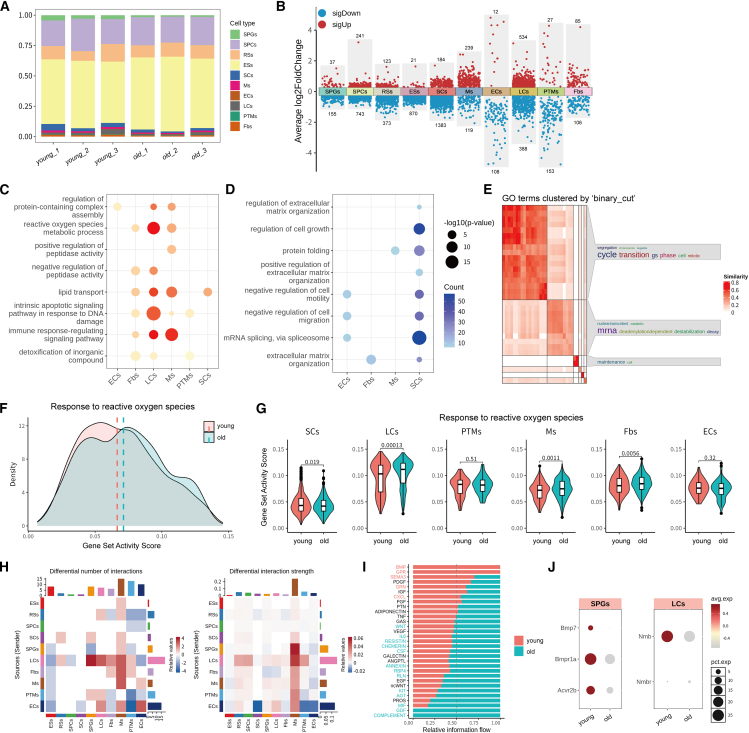
Single-cell analysis reveals functional and cellular interactions dynamics in testes during aging (A) Bar plot showing the relative proportions of distinct cell types (e.g., SPGs, SPCs, LCs, etc.) across different aging stages (young to old). Each color represents a specific cell type. (B) Quantitative comparison of the number of differentially expressed genes (DEGs) between young and aged testes across major testicular cell types. (C and D) Bubble plots showing representative GO terms enriched in upregulated (C) and downregulated (D) genes during testicular aging. Analyses were performed separately for each cell type, and the terms displayed represent those recurrently enriched across two or more testicular cell types. Bubble size indicates the number of genes involved in a pathway, and color intensity reflects statistical significance (–log10 *p* value). (E) Heatmap displaying clustered and merged Gene Ontology (GO) terms of downregulated genes in aged spermatogonia. The axis represents individual GO terms clustered by functional similarity. The *simplifyEnrichment* package was used to cluster and visualize functional enrichment results.^35^ (F and G) Density plots illustrating the distribution of gene set activity scores for the pathway “response to reactive oxygen species.” (F) shows the overall distribution across all testicular cells from young (red) and old (blue) mice. (G) shows the distribution stratified by individual cell types. The *y* axis represents the AUCell-derived gene set activity score, which reflects the enrichment level of the pathway in each single cell. (H) Heatmaps showing age-dependent changes in cell-cell communication, quantified by the number of predicted interactions (left) and the interaction strength (right) between testicular cell types. Results were calculated using the *CellChat* package, comparing young vs. old mice. (I) Bar graph depicting the relative information flow of ligand-receptor interactions between testicular cell types, illustrating representative information flow in testes of young (red) and old (blue). (J) Dot plots showing expression of BMP and GPR signaling genes inferred by CellChat.

### Detection of low-abundance BM across various testicular cell types

In the 16S library, an average of approximately 50,000 reads and 17,000 bacterial UMIs corresponding to bacterial sequences were detected per mouse. 

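The bacterial 16S data were deposited as 2 tables over all 6 libraries, one of bacterial UMIs and one of bacterial reads for each cell barcode and genus. According to the methods, reads of the 16S library were aligned with Cell Ranger, trimmed, freed of host reads and assigned to a genus with GATK PathSeq, and kept where their barcode was found in the gene expression library. Both tables hold whole numbers without normalization, and every value in the table of reads is even. They list 193 genera and 43779 barcodes, each of which is among the barcodes of its own gene expression library. The young mice had 9162, 14373 and 18603 bacterial UMIs, and the old mice 15582, 19273 and 32773. The mean per mouse was 18294 ± 7960 UMIs and 64755 ± 38986 reads (SD, n = 6). In the next steps a cell was bacterial-positive (BP) with at least 1 bacterial UMI and otherwise bacterial-negative (BN), as in the paper's methods. Shares of cells were taken within each mouse and compared across mice, between ages by an exact permutation test and within mice by an exact sign-flip permutation test, both two-sided.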

After filtering out non-target reads mapped to cells lacking corresponding identification in the gene expression library, an average of approximately 25,000 high-confidence reads remained per mouse. These findings demonstrate the robust performance of the INVADE-seq 16S bacterial enrichment strategy in detecting microbial presence (Figure 3A).

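In the cells kept after filtering, 13280 ± 5757 bacterial UMIs and 46855 ± 30471 bacterial reads were found per mouse (SD, n = 6). These cells held 72.6% of the bacterial UMIs in the tables, cells removed as doublets 13.0%, and barcodes that failed the filters on genes, UMIs and mitochondrial or hemoglobin share 14.4%. One of the old mice had 23719 bacterial UMIs in the cells kept, of which 4453 lay in 2 cells. Since every value in the table of reads is even, each fragment could have been counted 2 times, which limits a comparison of the number of reads with that of the paper.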

**Figure 3:**
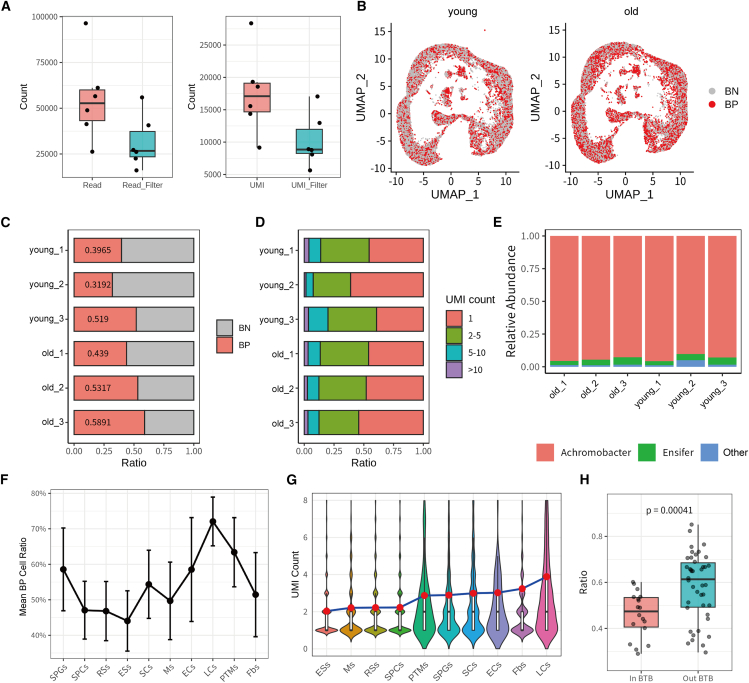
Integrated single-cell and microbial analysis confirmed microbial presence in the testicular microenvironment and demonstrated significant variation in microbial abundance among different testicular cell populations (A) Boxplots depicting the distribution of bacteria-associated sequencing metrics, including total reads, filtered reads (left), total UMIs, and filtered UMIs (right). (B) UMAP plots illustrating the single-cell transcriptomic landscape of testicular cells from young (left) and old (right) samples. Cells are colored by two states, BN (bacterial-negative, gray) and BP (bacterial-positive, red). (C) Bar plot showing the ratio of BN and BP cellular states for each sub-sample. (D) Bar plot representing the distribution of filtered bacteria UMI counts categorized into different ranges for sub-samples. (E) Bar plot displaying the relative abundance of microbial genus across all samples. (F) Line graph with error bars shows the mean ratio of bacterial-positive cells across different testicular cell types. Data are pooled from six biological replicates (*n* = 3 young, *n* = 3 old mice, data are represented as mean ± SEM, ∗*p* < 0.05, ∗∗*p* < 0.01 by Student’s *t* test). (G) Violin plots revealing the distribution of bacteria UMI counts per bacterial-positive cell for various testicular cell types. Data are pooled from six biological replicates (*n* = 3 young, *n* = 3 old mice, animals per group, mean ± SD,∗*p* < 0.05, ∗∗*p* < 0.01 by two-tailed *t* test). (H) Dot plot comparing the ratio of bacterial-positive cells between “In BTB” and “Out BTB” groups. The vertical axis represents the proportion of bacterial-positive cells, calculated as the number of bacteria-positive cells divided by the total number of cells in each group. Each dot corresponds to one specific testicular cell type for sub-samples, and the boxes show the median and interquartile range. “Out BTB” cell types including SCs, ECs, LCs, Fbs, PTMs, Ms, and SPGs, and “In BTB” cell types including SPCs, RSs, and ESs.

To investigate the distribution of bacterial UMIs across different testicular cell types, we performed UMAP projection for visualization. The results revealed a widespread presence of bacteria across various cell types (Figures 3B and S3A). Next, we quantified the proportion of bacterial-positive cells (bacterial UMI count ≥1) across different samples and found that roughly 50% of cells in each sample were bacterial positive (Figure 3C). These observations suggest that bacteria may either display a broad tropism toward various host cells or utilize specific mechanisms to migrate across different cell types. 

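Of the cells kept, 31982 of 67825, or 47.2%, were bacterial-positive. The share in single mice was 31.1%, 43.1% and 52.8% in the young and 44.6%, 52.3% and 58.7% in the old, with a mean of 47.1% ± 9.71 (SD, n = 6). Of the 18858 barcodes that failed the filters, at a median of 766 host UMIs, 39.3% had a bacterial UMI, against 47.2% of the cells kept, at a median of 9594 host UMIs. The share of bacterial-positive cells was above that of the failing barcodes of the same mouse in 6 of 6 mice for each of the 10 classes (exact sign-flip permutation test, p = 0.031 each, the smallest that 6 mice allow, and the same after adjustment). The difference was smallest in ESs, at 3.90 ± 2.59 percentage points, and largest in LCs, at 37.8 ± 7.42 (SD, n = 6).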

Our extended analysis focused on evaluating the bacterial transcriptional load within bacterial-positive cells. This examination revealed an average of approximately two microbial UMIs per cell, with nearly half of these cells harboring a single bacterial UMI (Figure 3D). These observations of minimal bacterial transcriptional activity suggest that bacterial biomass within the testis is scarce.

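Bacterial-positive cells held 2.49 bacterial UMIs on average over all cells. By mouse the mean was 2.42 ± 0.490 UMIs per positive cell (SD, n = 6). A single bacterial UMI was found in 16515 positive cells, or 51.6%. A further 22.1% held 2 UMIs, 18.7% held 3 to 5, 5.68% held 6 to 10, and 1.85% held 11 or more. By mouse, the share of positive cells with a single UMI lay between 45.4% and 67.8%. The most UMIs in one cell were 2345.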

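Over all cells kept, Achromobacter accounted for 75721 of 79679 bacterial UMIs, or 95%, and was found in 30888 cells. Ensifer was next, with 2894 UMIs, or 3.63%, in 2597 cells. The third genus, Bradyrhizobium, had 116 UMIs, or 0.146%. In all, 172 of the 193 genera of the table were seen in the cells kept. By mouse, the share of Achromobacter was 94.3% ± 2.22 and that of Ensifer 3.95% ± 1.31 (SD, n = 6).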

We further annotated the testicular bacterial composition and found that, at the genus level, *Achromobacter* was the most abundant, which can cause a broad range of infections in hosts, followed by *Ensifer* (Figure 3E). This unique distribution pattern dominated by a single bacterial genus may result from the specific targeting capability of INVADE-seq, which focuses on bacteria that adhere to or invade host cells. Given that adherent or intracellular bacteria have a heightened potential to directly regulate the physiological activities of their interacting cells,^43^^,^^44^ we proceeded with in-depth functional analysis to further elucidate these interactions.

### Heterogeneity of bacterial distribution within the testicular microenvironment

To investigate the potential spatial distribution and cell-type heterogeneity of bacterial distribution within the testicular microenvironment, we compared the bacterial communities of different testicular cell types. 

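In each of the 10 classes Achromobacter had the most bacterial UMIs and Ensifer the second most. The share of Achromobacter, averaged over mice, ran from 92.8% ± 3.17 in RSs to 98.7% ± 1.23 in PTMs (SD, n = 6). These shares rest on 6603 bacterial UMIs in RSs and 440 in PTMs.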

Our results revealed that there was no difference in the dominant bacterial types among various testicular cell populations (Figure S3B). However, the bacterial abundance exhibited heterogeneity across different cell groups (Figures 3F and 3G). Specifically, somatic cells, including SCs, ECs, LCs, Fbs, PTMs, and macrophages, along with spermatogonia, showed relatively higher bacterial abundances compared to spermatogenic cells (SPCs, RSs, and ESs). In these cell groups, we detected an elevated proportion of bacterial-positive cells, and the average UMI counts of microorganisms in bacterial-positive cells were also increased. This trend was consistently observed across all six biological replicates (Figure S3C).

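The share of bacterial-positive cells, averaged over mice, was 77.0% ± 7.63 in LCs, 70.6% ± 14.0 in ECs, 66.3% ± 14.3 in SPGs, 62.3% ± 21.3 in PTMs, 58.4% ± 12.7 in Fbs, 58.1% ± 10.9 in SCs and 53.9% ± 14.4 in macrophages (SD, n = 6). It was 48.2% ± 11.2 in SPCs, 45.6% ± 11.8 in RSs and 43.1% ± 11.0 in ESs (SD, n = 6). Against ESs of the same mouse, LCs were 33.9 percentage points higher, ECs 27.5, SPGs 23.2, Fbs 15.3, SCs 15.0, SPCs 5.12 and RSs 2.45, each in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.031 and adjusted p = 0.0402 over the 9 comparisons). Macrophages were higher by 10.8 and PTMs by 19.2 percentage points, in 5 of 6 mice (p = 0.0625, adjusted p = 0.0625, same exact test). The value of SPGs depends on 1 cluster of 1848 cells, of which 44.3% were scored as doublets before their removal. Its name rests on a pseudocount of 1 in the naming, a value chosen after the clusters had been seen. With the pseudocount of 5 that was tried first, which leaves this cluster out, SPGs were 14.0 percentage points higher than ESs in 6 of 6 mice (p = 0.031, same exact test). Depth differed between the classes, with a median of 10047 host UMIs per cell in LCs, 9919 in ESs, 2319 in SCs and 30046 in RSs. Positive cells held 2.32 times as many host UMIs as negative cells in LCs and 1.53 times in SCs by the geometric mean over mice of the ratio of medians, in 6 of 6 mice, while in ESs the ratio was 0.957 and above 1 in 2 of 6 mice. No class passed the threshold for this ratio (adjusted p = 0.0521, exact sign-flip permutation test), and 7 of 10 did with a minimum of 2000 host UMIs per cell. With Achromobacter left out, the alternative that moved the result most, no class differed from ESs at an adjusted p under 0.05. The other genera hold few UMIs, which limits what they can show.

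**Figure D1:**
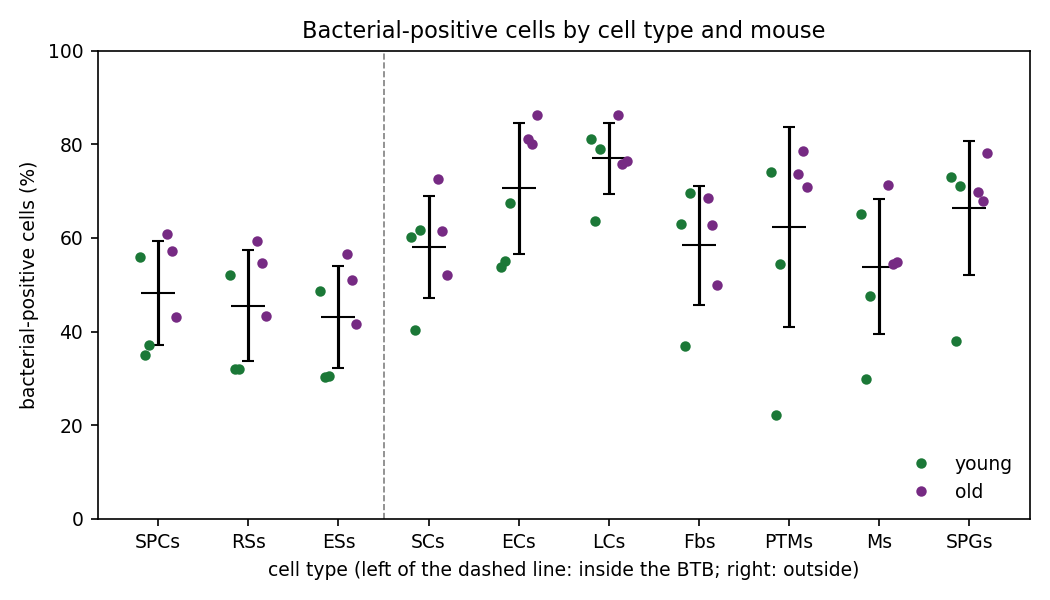
Share of bacterial-positive cells (percent, y axis) in each of the 10 classes (x axis), with 1 point for each mouse, young mice in green and old mice in purple, a black mark for the mean of 6 mice and an error bar for the SD. A dashed line parts the classes inside the BTB from those outside. The means run from 43.1% in ESs to 77.0% in LCs.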

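Bacterial UMIs per positive cell, averaged over mice, were 9.85 ± 14.4 in LCs, 3.94 ± 1.56 in SPGs, 3.41 ± 0.669 in SCs, 3.11 ± 1.37 in Fbs, 3.09 ± 1.15 in PTMs, 3.04 ± 0.944 in ECs and 2.64 ± 1.27 in macrophages (SD, n = 6). The value was 2.15 ± 0.30 in SPCs, 1.94 ± 0.332 in RSs and 1.87 ± 0.249 in ESs (SD, n = 6). In LCs, 2 cells of one old mouse held 4453 UMIs, and without them the mean was 4.28 ± 1.12. The mean of the 7 classes outside the BTB exceeded that of the 3 classes inside it in 6 of 6 mice, by 0.328 to 6.63 UMIs (exact sign-flip permutation test, two-sided, p = 0.031). Its mean over mice was 2.17 ± 2.26 UMIs, and 1.38 ± 0.634 without the 2 cells, a setting chosen after the data were seen.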

Based on an analysis of the testicular physiological structure,^14^^,^^15^ we hypothesized that the higher bacterial abundance in SCs, ECs, LCs, Fbs, PTMs, and macrophages, along with spermatogonia, could be ascribed to their location outside the BTB. This anatomical positioning renders them more vulnerable to microbial exposure from the bloodstream. To validate this hypothesis, we conducted sample-paired differential analyses to compare the bacterial abundance between cells located inside and outside the BTB. The results indicated a significantly higher bacterial abundance in the cell groups located outside the BTB (Figure 3H). These results support our hypothesis that spatial localization relative to the BTB is a crucial determinant in shaping the bacterial distribution within the testicular microenvironment.

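For each mouse, the mean share of bacterial-positive cells over the classes outside the BTB (SCs, ECs, LCs, Fbs, PTMs, macrophages and SPGs) was set against the mean over the classes inside it (SPCs, RSs and ESs). The share outside was 63.8% ± 11.8 and the share inside 45.6% ± 11.3 (SD, n = 6). The difference was 18.2 ± 8.13 percentage points and lay above 0 in 6 of 6 mice, between 8.49 and 31.2 (exact sign-flip permutation test, two-sided, p = 0.031, the smallest p that 6 mice allow). With shares standardised over 10 strata of host UMIs per cell the difference was 20.2 percentage points (p = 0.031, same exact test). It again lay above 0 in 6 of 6 mice. Strata with under 5 cells of a class in a mouse were left out, so that classes of unlike depth could rest on different strata. Pooling all cells outside and inside in each mouse gave 18.7 percentage points. The alternative that moved the result most was to count only genera other than Achromobacter, which gave 0.827 percentage points (p = 0.63, same exact test). These genera held 3958 of 79679 bacterial UMIs and were found in 3523 cells. So few cells could count as positive that this value cannot be set beside the others in size. From the higher bacterial abundance of the cell groups outside the BTB, the paper proposes that location relative to the BTB shapes the distribution of bacteria in the testis.

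**Figure D2:**
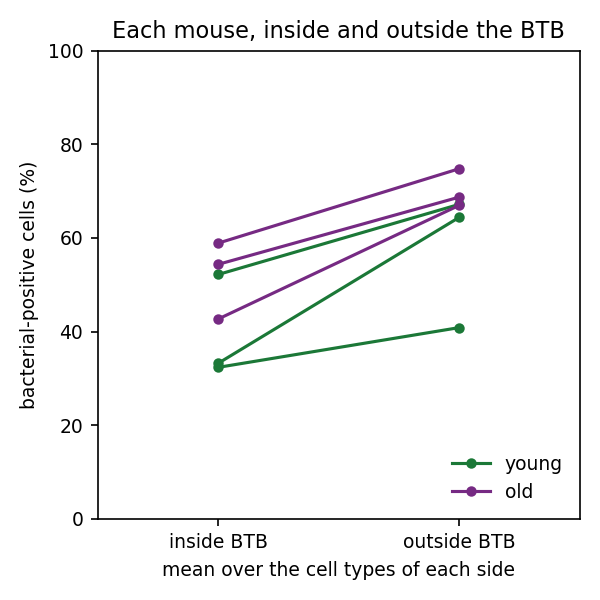
Mean share of bacterial-positive cells (percent, y axis) over the classes inside and outside the BTB (x axis), with a line joining the 2 values of each mouse, young mice in green and old mice in purple. The share outside is higher in 6 of 6 mice.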

### Testicular bacterial abundance was elevated in aged mice and correlates with impaired BTB function

Previous studies, including our own findings, have shown that aging impacts the testicular microenvironment, leading to transcriptional alterations and multiple dysregulated biological processes in specific cell types. We hypothesized that the testicular BM landscape might also undergo changes during aging. Therefore, we compared the composition and abundance of testicular BM between young and aged mice. The results showed that aging did not alter the composition of the testicular BM (Figure 3E). However, we observed an upward trend in multiple metrics associated with bacterial abundance in aged mice (Figure 4A). Specifically, both the total UMI counts and sequencing read numbers, as well as the proportion of bacterial-positive cells and the bacterial UMI per positive cell, showed increasing tendencies in the aged group. However, these trends did not reach statistical significance, likely due to limitations such as the relatively small sample size and inherent intragroup variability. Nevertheless, the consistency of these trends across multiple metrics suggests a potential association between aging and elevated bacterial abundance in the testicular microenvironment. 

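Achromobacter made up 93.6% ± 2.73 of the bacterial UMIs in young mice and 95.1% ± 1.79 in old mice (SD, n = 3 each; exact permutation test, two-sided, p = 0.5). Ensifer made up 4.07% ± 1.33 in young mice and 3.84% ± 1.59 in old mice (SD, n = 3 each; exact permutation test, p = 0.7). Both differences were smaller than the spread between mice of one age.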

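Cells kept held 10365 ± 3657 bacterial UMIs per mouse in the young and 16195 ± 6632 in the old (SD, n = 3 each; exact permutation test, two-sided, p = 0.3). Bacterial reads numbered 32305 ± 9745 in young mice and 61405 ± 39889 in old mice (SD, n = 3 each; exact permutation test, p = 0.2). The share of bacterial-positive cells was 42.3% ± 10.9 in young mice and 51.9% ± 7.02 in old mice (SD, n = 3 each; exact permutation test, p = 0.3). Bacterial UMIs per positive cell were 2.30 ± 0.569 in young mice and 2.54 ± 0.481 in old mice (SD, n = 3 each; exact permutation test, p = 0.6). With 3 mice against 3, no p below 0.1 can be reached. The means of old mice were higher in each of the 4 measures, and the ranges of the 2 ages overlapped in each. Per cell, bacterial UMIs were 1.01 ± 0.447 in young mice and 1.34 ± 0.420 in old mice (SD, n = 3 each; exact permutation test, p = 0.5). The alternative that moved the share most was to thin the bacterial UMIs to the same number per cell in every mouse. The difference of old minus young changed from 9.54 to -0.0131 percentage points. Thinning takes away any difference in bacterial UMIs per cell, so it brings the shares together by design and cannot tell depth from more bacteria. The rate of replicate A of the old mice included 2 cells with 4453 UMIs, and its thinned share was the lowest, at 27.2%. With each mouse left out in turn, old mice held 2068 to 8328 more bacterial UMIs and 6202 to 42678 more reads than young mice, and their share was 3.92 to 14.8 percentage points higher. The lowest differences in UMIs and reads were those without replicate A of the old mice, in which 2 cells held 4453 UMIs and 40486 reads. Without replicate B of the young mice UMIs per positive cell fell by 0.0846 from young to old mice, and without replicate A of the old mice they fell by 0.0328. From the common direction of these measures, the paper proposes an association between aging and higher bacterial abundance in the testis.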

To further explore this observation, we performed a cell-type-specific analysis of bacterial abundance across distinct testicular cell populations. We found that all types of testicular cells exhibited a trend of increased bacterial abundance in old mice (Figure 4B). Notably, this tendency was most pronounced in specific cell types, including endothelial cells and macrophages (Figure S3D).

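By class, the mean share of bacterial-positive cells was higher in old mice in each of the 10 classes, with differences between 3.99 percentage points in Fbs and 24.1 in PTMs. In ECs it was 58.8% ± 7.55 in young mice and 82.5% ± 3.27 in old mice (SD, n = 3 each), with every old mouse above every young mouse (exact permutation test, two-sided, p = 0.1, the smallest possible; adjusted p = 0.5 over the 10 classes). In macrophages it was 47.5% ± 17.6 in young mice and 60.2% ± 9.54 in old mice (SD, n = 3 each; exact permutation test, p = 0.4, adjusted p = 0.667). PTMs had 50.3% ± 26.2 in young mice and 74.4% ± 3.86 in old mice (SD, n = 3 each; exact permutation test, p = 0.3, adjusted p = 0.6). Macrophages were the class in which UMIs per positive cell were lower in old mice, with 3.12 ± 1.74 in young and 2.16 ± 0.569 in old mice (SD, n = 3 each; exact permutation test, p = 0.6). ECs rested on 15 to 123 cells per mouse and PTMs on 18 to 53.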

**Figure 4:**
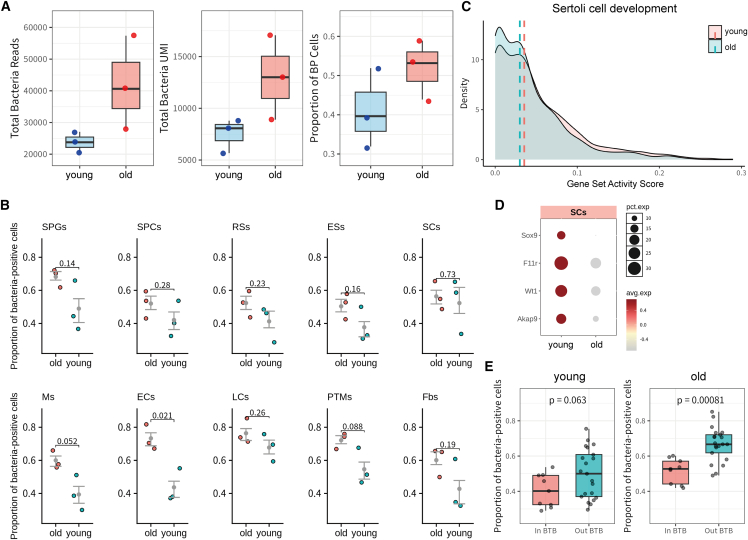
Age-related elevation of testicular bacterial abundance and its association with impaired BTB function (A) Boxplots depicting multiple metrics of testicular bacterial abundance in young and old mice, including total bacteria reads (left), total bacteria UMIs (middle), and the proportion of bacterial-positive (BP) cells (right). (B) Scatterplots comparing the bacterial abundance in various testicular cells from young and old mice. (C) Density plots visualizing the distribution of gene set score associated with “sertoli cell development” in aged sertoli cells (old, blue) and young sertoli cells (young, red). (D) Dot plots displaying the expression of key genes critical for sertoli cell development and tight junction formation of young and old samples. (E) Boxplot comparing bacterial-positive cell ratios between young and old mice for cell populations inside versus outside the BTB. The vertical axis denotes the proportion of bacterial-positive cells, calculated relative to the total cell count per population. Each dot represents one testicular cell type.

Our previous findings suggested that cell-type heterogeneity of bacterial distribution within the testicular microenvironment may be associated with the BTB. To investigate whether age-related changes in testicular BM are linked to BTB dysfunction, we performed a comparative analysis of DEGs in SCs from young and aged mice and found the overall gene set score for “sertoli cell development” was reduced in aged SCs but not in other testicular cells (Figures 4C and S3E). Specifically, genes critical for SC development and tight junction formation, such as *Sox9*, *F11r*, *Wt1*, and *Akap9*, were significantly downregulated in aged SCs (Figure 4D). These findings suggest that aging may impair the structural and functional integrity of the BTB, potentially contributing to increased bacterial abundance within the testicular microenvironment. In addition, we found that in aged mice, the difference in bacterial abundance between testicular cell populations inside versus outside the BTB became more pronounced (Figure 4E). 

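Sox9 (ENSMUSG00000000567, chromosome 11 of GRCm38 from 112782224 to 112787760) had 81.8 ± 10.4 CPM in SCs of young mice and 62.8 ± 0.447 CPM in SCs of old mice (SD, n = 3 each), a log2 fold change of -0.38 (standard error 0.14, unadjusted p = 0.0194, adjusted p = 0.405 from edgeR's quasi-likelihood test). Wt1 (ENSMUSG00000016458) had 161 ± 10.8 CPM in young and 131 ± 10.3 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.14, adjusted p = 0.475). Akap9 (ENSMUSG00000040407) had 49.8 ± 5.93 CPM in young and 37.0 ± 5.80 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.17, adjusted p = 0.404). These 3 genes were lower in old mice with any mouse left out, and none was called, except Sox9 with doublets kept in. Over pooled cells, 69.8% of the SCs of young and 83.7% of those of old mice lay in the largest of 3 SC clusters. This gap came mostly from replicate C of the young mice, with 53.3% of its SCs outside that cluster, against 12.7% to 20.4% in the other mice. Sox9 is among the leading genes of another of these clusters, of which 27.3% of the cells came from old mice. Its lower level in old SCs could come in part from this mixture, which was not tested. With any mouse left out, replicate C of the young mice included, the log2 fold change of Sox9 stayed between -0.43 and -0.26. That mouse alone therefore does not account for its direction. F11r (ENSMUSG00000038235) had 134 ± 27.3 CPM in young and 132 ± 5.29 CPM in old mice (SD, n = 3 each), a log2 fold change of -0.03 (standard error 0.16, adjusted p = 0.958), and its direction depended on the mice included, from -0.17 to 0.15. From lower expression of these genes in aged SCs, the paper proposes that aging weakens the BTB and that this adds to bacterial abundance in the testis.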

While the young group showed only a modest trend (*p* = 0.063), the old group exhibited a statistically significant difference (*p* = 0.00081), with cells located outside the BTB carrying a higher bacterial load. This suggests that aging may impair the testis’s ability to eliminate bacteria, thereby exacerbating the disparity in bacterial abundance across the BTB.

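In young mice the share of bacterial-positive cells was 57.5% ± 14.5 over the classes outside the BTB and 39.3% ± 11.2 over those inside, a difference of 18.2 ± 11.7 percentage points (SD, n = 3; exact sign-flip permutation test, two-sided, p = 0.25). In old mice it was 70.2% ± 4.10 outside and 52.0% ± 8.36 inside, a difference of 18.2 ± 5.34 percentage points (SD, n = 3; same exact test, p = 0.25). The difference lay above 0 in 3 of 3 mice of each age, and 0.25 is the smallest p that 3 mice allow. From young to old mice the difference itself changed by -0.0376 percentage points (exact permutation test of the age labels, two-sided, p = 1). The direction of this change depended on the setting, with 3.60 percentage points at 2 times the clustering resolution and -3.96 when cells were pooled. Without replicate C of the young mice it was 6.44. Measured in bacterial UMIs per positive cell, the difference across the BTB was 1.20 ± 0.767 in young and 3.15 ± 3.06 in old mice (SD, n = 3 each), a change of 1.95 (exact permutation test of the age labels, two-sided, p = 0.4). Of the old mice, replicate A had 6.63, and 1.86 without 2 of its cells, a setting chosen after the data were seen. From separate tests in the 2 ages, the paper proposes that aging impairs the removal of bacteria and widens the disparity across the BTB.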

### Testicular bacteria induce heterogeneous transcriptional alterations across testicular cell types and promote intercellular communication

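To compare bacterial-positive with bacterial-negative cells of one class, UMIs were summed for each mouse and status, and the 2 sums of a mouse were compared with the mouse as a block in edgeR's quasi-likelihood test. A mouse entered with at least 10 positive and 10 negative cells, which left 6 mice in 8 classes and 5 mice in ECs, while PTMs had too few. In ESs the sums held 1131 to 3696 cells and 18358545 to 50879693 UMIs. Of the first 5 genes of Table S2, all listed for ESs, Il31ra (ENSMUSG00000050377, chromosome 13 of GRCm38 from 112519898 to 112594360) had 56.5 ± 7.06 CPM in negative and 113 ± 18.4 CPM in positive ESs (SD, n = 6 each), a log2 fold change of 0.99 (standard error 0.02, adjusted p = 4.36e-80). Camk1d (ENSMUSG00000039145), Cmss1 (ENSMUSG00000022748), Cdk8 (ENSMUSG00000029635) and Gm19951 (ENSMUSG00000113136) had log2 fold changes of 0.88, 0.76, 0.59 and 0.76 (adjusted p from 1.12e-82 to 2.29e-67 by the same edgeR test). All 5 genes were higher in positive ESs in 6 of 6 mice and stayed called with cells matched on host UMIs, a match that tests little in ESs, where positive cells held 0.957 times the host UMIs of negative cells. Gm281 (ENSMUSG00000084902) and 1700126H18Rik (ENSMUSG00000107014) had the largest falls among the genes changed the same way in every mouse, with log2 fold changes of -0.65 and -0.61 from levels of 0.553 and 0.760 CPM. Gm281 was not called without replicate C of the young mice or any one of the old mice (adjusted p of 0.0688 to 0.194 from edgeR), nor 1700126H18Rik without replicate B of the young or replicate C of the old mice (its log2 fold change lay between -0.71 and -0.52 with each mouse left out in turn). In simulated counts with 200 genes changed by 2 on the log2 scale, this comparison recovered 184 in SCs and 170 in LCs. Recovery of smaller changes was not measured.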

To investigate the impact of adherent or invasive bacteria on their interacting testicular cells, we identified DEGs in each testicular cell type (Figures 5A and 5B; Table S2). 

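By edgeR's quasi-likelihood test, 884 genes were higher and 525 lower in bacterial-positive than in bacterial-negative cells, summed over the 9 classes that could be tested. In somatic classes 587 were higher and 409 lower, and in germ cell classes 297 were higher and 116 lower. The balance in somatic classes rests on SCs, with 581 higher and 409 lower, and in SCs it was the other way with DESeq2 (436 higher and 622 lower), with cells matched on host UMIs (31 and 76), without replicate C of the young mice (1195 and 1415) and without replicate B of the old mice (631 and 692). A gene called in several classes was counted once in each. Without doublet removal 5353 genes were called in place of 1409, and without the mouse as a block, the alternative that moved the total most in proportion, 32 were called. The total was 552 without replicate A and 3039 without replicate C of the young mice, and 279 without replicate A and 389 without replicate C of the old mice.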

In bacterial-positive cells, the number of upregulated genes was significantly higher than that of downregulated genes (upregulated: 2,384 and 2,037 in somatic cells and germ cells, respectively; downregulated: 2,037 and 25 in somatic cells and germ cells, respectively). 

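Most called genes were those of SCs, with 581 higher and 409 lower in positive cells of 10918 tested, followed by SPCs with 149 and 86 of 17064, and ESs with 140 and 30 of 14320. This order depends on the setting. With cells matched on host UMIs 956 genes were called in SPCs and 107 in SCs, and with at least 2 bacterial UMIs 543 and 0. DESeq2 kept the order, with 47 in SPCs and 1058 in SCs. In SCs 6, 613 and 2610 genes were called without replicates A, B and C of the young mice and 21, 1323 and 0 without those of the old mice, the last with 3133 at an unadjusted p under 0.05, and in SPCs 367 without replicate A of the young mice and 112 and 156 without replicates A and B of the old mice. LCs had 6 called genes, all higher in positive cells, of 7830 tested on 21 to 389 cells and 125153 to 3767579 UMIs per mouse and status. SPGs and RSs had 4 each, all higher. In macrophages, ECs and Fbs edgeR called 0 genes of 3433, 1641 and 4528 tested, with 324, 162 and 143 at an unadjusted p under 0.05, and DESeq2 called 0, 0 and 1. Of the 992 genes called in somatic classes, 988, or 99.6%, were called in one class. With 990 calls in SCs and 6 in LCs, this share was nearly fixed in advance and says little on specificity. The 4 shared genes, Il31ra, AY036118, Cmss1 and Gm42418, were called in both SCs and LCs. Over all classes 1311 of 1348 genes, or 97.3%, were called in one class. In LCs the genes with the largest rise were Il31ra, at 98.5 ± 22.1 CPM in negative and 237 ± 74.8 CPM in positive cells (SD, n = 6 each), a log2 fold change of 1.21 (standard error 0.19, adjusted p = 0.0476), and Gm19951, with a log2 fold change of 1.10 (standard error 0.16, adjusted p = 0.0476). Neither was called in LCs with any mouse left out, and each was higher in positive cells in 6 of 6 mice. In SPGs the largest rise was that of Gm26708 (ENSMUSG00000097016), with a log2 fold change of 1.80 (standard error 0.21, adjusted p = 0.0306), followed by Camk1d, with 1.29 (standard error 0.13, adjusted p = 0.0175). Gm26708 was called without replicate B of the young mice and not without any of the other 5 mice (adjusted p of 0.0530 to 0.205 from edgeR), and Camk1d was not called without replicate A of the young mice or replicates A or B of the old mice (0.126, 0.113 and 0.0530).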

The majority of DEGs were cell-type specific, with LCs showing the highest number of DEGs. 

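In somatic classes 4 genes were called in 2 or more classes, and over all classes 37. The 13 genes called in at least 3 classes were higher in positive cells wherever they were called. They were Il31ra in 6 classes, AY036118 (ENSMUSG00000105361, chromosome 17 of GRCm38 from 39847113 to 39848035), Camk1d and Cmss1 in 5, Gm42418 and Lars2 in 4, and Cdk8, D130009I18Rik, Filip1l, Gm19951, Gm48099, Gphn and Zc3h7a in 3. Gm42418 (ENSMUSG00000098178, chromosome 17 of GRCm38 from 39846958 to 39848788) and AY036118 overlap an annotated ribosomal RNA gene, CT010467.1 (ENSMUSG00000106106, from 39846353 to 39848827). Reads of host ribosomal RNA could be counted on both.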

A small fraction of genes was shared across two or more somatic cell types, but functional enrichment analysis of these shared genes did not reveal any biologically meaningful pathways. Given that bacterial adhesion or invasion might trigger an inflammatory response, we focused on several inflammation-related pathways (e.g., the acute inflammatory response and the defense response to bacterium pathway). However, we observed no significant differences in the expression of those gene sets between bacterial-positive and bacterial-negative cells (Figures 5C and 5D). 

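Timp1 (ENSMUSG00000001131), Il6st (ENSMUSG00000021756), Ifitm2 (ENSMUSG00000060591) and Ifitm3 (ENSMUSG00000025492) were compared between bacterial-positive and bacterial-negative cells in the 5 somatic classes tested, and none was called by edgeR's quasi-likelihood test. Ifitm3 had 6155 ± 2115 CPM in negative and 5035 ± 2419 CPM in positive ECs (SD, n = 5 each), a log2 fold change of -0.38 (standard error 0.22, adjusted p = 0.540). The largest change where these genes were tested was that of Il6st in ECs, at 314 ± 11.8 CPM in negative and 185 ± 71.7 CPM in positive cells (SD, n = 5 each), a log2 fold change of -0.82 (standard error 0.29, unadjusted p = 0.0172, adjusted p = 0.441), lower in 4 of 5 mice and opposite in sign to SCs. In macrophages Ifitm2 had 745 ± 202 CPM in negative and 623 ± 311 CPM in positive cells (SD, n = 6 each), a log2 fold change of -0.40 (standard error 0.27, adjusted p = 0.621). Il6st in SCs had a log2 fold change of 0.56 (standard error 0.22, adjusted p = 0.0931) with higher values in positive cells in 6 of 6 mice, and it was called without replicate C of the young mice (adjusted p = 0.0470) and without doublet removal. With cells matched on host UMIs its log2 fold change was 0.04. Timp1 was tested in LCs alone, with a log2 fold change of 0.61 (standard error 0.28, adjusted p = 1.000), and lay below the count filter in the other classes, as did Ifitm2 and Ifitm3 in SCs and Il6st in macrophages.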

Correspondingly, key genes related to inflammation, such as *Timp1*, *Il6st*, and *Ifitm2/3*, showed comparable expression levels in both groups (Figure 5E). This finding suggests that while bacterial adhesion or invasion induces a robust transcriptional response in testicular somatic cells, this response is largely cell-type specific and does not appear to involve significant activation of canonical inflammatory pathways under the tested conditions. 

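In SCs, the class with the most called genes, positive cells held more host UMIs than negative cells, and the calls depended on which cells were compared. With positive and negative SCs matched on host UMIs within each mouse, 107 genes were called in place of 990, 88 of them among the 990, while as many cells drawn at random gave 1734. With cells matched on cluster, a setting chosen after the data were seen, 3 genes were called, with 662 at an unadjusted p under 0.05. Of the 409 genes lower in positive SCs, 96.8% had their highest level in a germ cell class, against 68.5% of the genes tested. Klf10 (ENSMUSG00000037465, chromosome 15 of GRCm38 from 38291463 to 38300706) and Ndrg1 (ENSMUSG00000005125) had the largest rise among genes changed the same way in every mouse, with log2 fold changes of 1.46 (standard error 0.34, adjusted p = 0.031) and 1.37 (standard error 0.26, adjusted p = 0.0197) by edgeR's quasi-likelihood test. Speer4b (ENSMUSG00000048703) and C730002L08Rik (ENSMUSG00000114469) had the largest falls, with log2 fold changes of -1.95 and -1.37. Without replicate A of the young mice, replicate A of the old mice or replicate C of the old mice none of these 4 genes was called (Ndrg1 with adjusted p = 0.0973, 0.0539 and 0.0822 from edgeR), and Klf10 fell below the count filter without the first of these mice. From the many DEGs, their restriction to single cell types and the like expression of inflammation genes, the paper proposes a response that is specific to each cell type and does not involve canonical inflammatory pathways.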

The absence of differential expression in inflammation-related genes may indicate that these cells employ alternative mechanisms to manage bacterial interactions without triggering overt inflammation.

**Figure 5:**
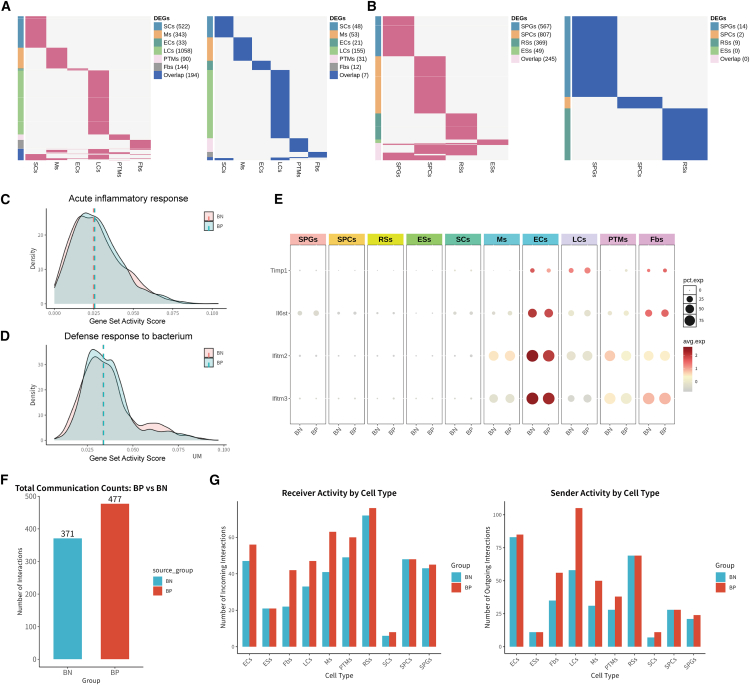
The transcriptional and cellular communication responses of testicular cells to bacterial adhesion/invasion (A) Heatmap displaying cell-type-specific and shared upregulated (left) and downregulated (right) DEGs between bacterial-positive (BP) and bacterial-negative (BN) states in testicular somatic cell types. (B) Heatmap displaying cell-type-specific and shared upregulated (left) and downregulated (right) DEGs between BP and BN states in testicular germ cell types. (C and D) Density plots visualizing the distribution of gene set score associated with “Acute inflammatory response” (C) and “Defense response to bacterium” (D) in BP (blue) and BN (red) cells. (E) Dot plots showing expression of key inflammation-associated genes across testicular cell types. (F and G) Bar plots quantify cellular communication dynamics. Total communication counts of BP (red) and BN (blue) cells (F). Detailed cell-type-specific changes in signal reception (G, left) and sending (G, right).

To investigate whether bacteria invading or adhering to the cell surface alter the interactions of ligand-receptor between cell populations, we compared the communication networks of bacterial-positive and bacterial-negative testicular cells. Qualitatively, no differences in signaling networks were detected (Figures S4A and S4B). However, bacterial-positive cells exhibited a significant increase in communication quantity, with both signal sending and receiving enhanced, and particularly in testicular somatic cells (Figures 5F and 5G). These results suggest that bacteria adhering to the cell surface may act as intermediaries for intercellular communication.

### BM induces subtle transcriptional and functional changes in testicular somatic cells and spermatogenic cells

We performed a focused analysis of LCs initially, as their transcriptional alterations were the most pronounced. GO enrichment analysis revealed that genes upregulated in bacterial-positive cells were significantly enriched in pathways related to ribonucleoprotein complex biogenesis, regulation of protein stability, protein folding, and secretion. Interestingly, the upregulated genes were enriched in the hormone synthesis and secretion pathway, which aligns with the specialized function of LCs (Figure 6A). Furthermore, AUCell analysis confirmed the activation of the steroid hormone biosynthesis pathway. Notably, this enrichment was distinctly absent among differential genes from other somatic cell types, underscoring the cell-type specificity of these transcriptional changes (Figures S5A and S5B). In particular, LCs displayed higher interaction numbers and interaction strength in bacterial-positive cells compared with bacterial-negative cells. For example, the GPR signaling network was activated characterized by the upregulation of *Nmb* and *Nmbr* genes in bacterial-positive LCs, which were associated with testosterone secretion (Figures 6B and S5C). Furthermore, the KIT signaling pathway increased between other testicular somatic cells and LCs, a pathway also known to play a key role in regulating self-renewal and senescence of LCs^45^^,^^46^ (Figures 6C and S5C). Collectively, our findings suggest that bacterial presence is associated with activation of testosterone-related transcriptional pathways in LCs.

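In LCs, Nmb had 28.2 ± 20.4 CPM in bacterial-negative and 41.4 ± 8.07 CPM in bacterial-positive cells (SD, n = 6 each), higher in positive cells in 4 of 6 mice. Its log2 fold change was 0.52 (standard error 0.35, adjusted p = 1.000, unadjusted p = 0.171 from edgeR's quasi-likelihood test), and 0.04 when positive cells needed at least 2 bacterial UMIs. With cells matched on host UMIs it lay below the count filter. Nmbr (ENSMUSG00000019865, chromosome 10 of GRCm38 from 14705591 to 14770850) had 0.768 ± 1.88 CPM in negative and 1.05 ± 1.34 CPM in positive LCs (SD, n = 6 each), too few counts for the test, so that a difference was not detectable at this depth. The communication networks were not computed.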

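Kit (ENSMUSG00000005672, chromosome 5 of GRCm38 from 75574916 to 75656722) had 127 ± 46.0 CPM in bacterial-negative and 120 ± 29.2 CPM in bacterial-positive LCs (SD, n = 6 each), a log2 fold change of -0.04 (standard error 0.17, adjusted p = 1.000 from edgeR's quasi-likelihood test). Its ligand gene Kitl (ENSMUSG00000019966) had 169 ± 42.4 CPM in negative and 143 ± 34.7 CPM in positive LCs (SD, n = 6 each), a log2 fold change of -0.26 (standard error 0.19, adjusted p = 1.000), and was higher in positive cells in 1 of 6 mice. Both differences lay within the spread between mice.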

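For the steroidogenic genes Star, Cyp11a1, Cyp17a1, Hsd3b1, Hsd3b6 and Hsd17b3, a list set in advance, the log2 fold changes between bacterial-positive and bacterial-negative LCs lay between -0.0044 and 0.25. By log2 fold change 5 of 6 genes of this list were higher in positive cells. By edgeR's quasi-likelihood test 0 were called, with unadjusted p from 0.108 to 0.961, none under 0.05. Adjusted over the list alone 0 were called, and DESeq2 also called 0. Star (ENSMUSG00000031574, chromosome 8 of GRCm38 from 25806555 to 25815982) had 938 ± 207 CPM in negative and 1142 ± 313 CPM in positive LCs (SD, n = 6 each), a log2 fold change of 0.25 (standard error 0.15, adjusted p = 1.000), higher in positive cells in 4 of 6 mice, and 0.00 with cells matched on host UMIs. Cyp17a1 (ENSMUSG00000003555) had 5476 ± 1336 CPM in negative and 5565 ± 1764 CPM in positive LCs (SD, n = 6 each), higher in 3 of 6 mice. Its log2 fold change was -0.0044, so that its direction depends on the measure. From the enriched terms and the signaling genes of bacterial-positive LCs, the paper proposes that bacterial presence goes along with activation of testosterone-related transcription.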

**Figure 6:**
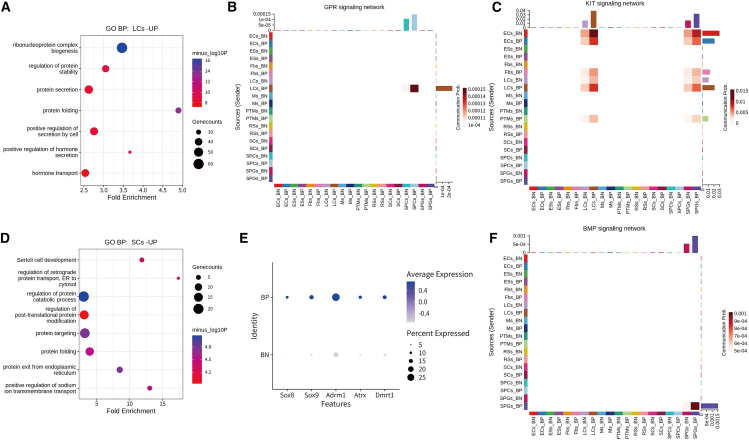
Cell-type-specific transcriptional and functional adaptations of testicular cells in response to bacterial adhesion/invasion (A) Representative GO terms of upregulated genes in bacterial-positive Leydig cells (LCs-UP). (B and C) Heatmap (by CellChat analysis) depicting the GPR signaling network (B) and KIT signaling network (C) in testicular cells. (D) Representative GO terms of upregulated genes in bacterial-positive sertoli cells (SCs-UP). (E) Dot plots showing expression of key genes associated with sertoli cell development and function in bacterial-positive and bacterial-negative cells. (F) Heatmap (by CellChat analysis) depicting the BMP signaling network in testicular cells.

While LCs exhibited the most robust responses to bacterial colonization, systematic profiling revealed subtle yet functionally relevant transcriptional adaptations across other testicular cell populations. In SCs, GO enrichment analysis identified significant upregulation of pathways critical for SC function, including support cell development, protein synthesis and transport, and cell-cell junction organization (Figure 6D). Regulated genes were upregulated in bacterial-positive SCs, including *Sox9*, *Adrm1*, and *Dmrt1* (Figure 6E). 

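In SCs, Sox9 had 38.0 ± 17.4 CPM in bacterial-negative and 89.6 ± 16.6 CPM in bacterial-positive cells (SD, n = 6 each), higher in positive cells in 6 of 6 mice. Its log2 fold change was 1.24 (standard error 0.17, adjusted p = 0.00907 from edgeR's quasi-likelihood test), and 0.18 with cells matched on cluster, a setting chosen after the data were seen, under which it was not called. It was called with cells matched on host UMIs, at 0.79, and not without replicate C of the old mice (adjusted p = 0.0763 from edgeR). Adrm1 (ENSMUSG00000039041, chromosome 2 of GRCm38 from 180171485 to 180176286) had 72.2 ± 10.5 CPM in negative and 85.8 ± 7.17 CPM in positive SCs (SD, n = 6 each), a log2 fold change of 0.26 (standard error 0.12, adjusted p = 0.155), higher in positive cells in 6 of 6 mice. Dmrt1 (ENSMUSG00000024837) had 25.7 ± 10.6 CPM in negative and 38.7 ± 7.94 CPM in positive SCs (SD, n = 6 each), a log2 fold change of 0.54 (standard error 0.20, adjusted p = 0.0865), higher in 5 of 6 mice. Of the 3 genes, Sox9 alone was called, while Dmrt1 was called without doublet removal, with no filter on low counts and without replicate C of the young mice (adjusted p = 0.0186 from edgeR).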

Suggesting bacteria may reinforce SC identity and protein homeostasis, thereby supporting their role in maintaining BTB integrity. Notably, quantitative bacterial mapping identified higher microbial loads in spermatogonia than in more advanced germ cells (Figures 3F and 3G), and the ligand-receptor interaction network activity in bacterial-positive spermatogonia was enhanced, particularly within self-renewal pathways: (1) potentiated SCF-KIT axis, a known mediator of stress-resilient spermatogonia stem cell maintenance, and (2) BMP signaling activation balancing stem cell quiescence versus differentiation^47^ (Figures 6C and 6F). These changes suggest transcriptional features in bacterial-positive spermatogonia that are compatible with a potential shift toward enhanced proliferative activity, possibly as an adaptive response to microenvironmental stress.

### BM promotes M2 polarization and enhances endocytosis/autophagy in testicular macrophages

Testicular macrophages serve as the primary immune cells in mammalian testes.^48^ We next investigated bacteria-associated transcriptional changes between bacterial-positive macrophages and bacterial-negative macrophages. Interestingly, GO analysis revealed that bacteria-associated upregulated DEGs were enriched in pathways related to multiple processes in endocytosis and autophagy, including endosome organization and regulation of autophagy, receptor-mediated endocytosis (Figure 7A). 

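Sums of macrophages held 32 to 112 cells and 109780 to 562497 UMIs per mouse and status. Lamtor1 (ENSMUSG00000030842, chromosome 7 of GRCm38 from 101905904 to 101926675) had 150 ± 41.8 CPM in bacterial-negative and 194 ± 74.7 CPM in bacterial-positive macrophages (SD, n = 6 each), a log2 fold change of 0.30 (standard error 0.29, adjusted p = 0.738 from edgeR's quasi-likelihood test), higher in positive cells in 4 of 6 mice. Abca1 (ENSMUSG00000015243), Cd63 (ENSMUSG00000025351) and Uvrag (ENSMUSG00000035354) had log2 fold changes of -0.08, -0.05 and -0.14, with higher values in positive cells in 3, 3 and 2 of 6 mice. These values were smaller than the standard errors of 0.34, 0.29 and 0.25, and the direction of Abca1 and Cd63 depended on the mice included. No gene of this list was called, nor was any when the class was limited to its M1-like and M2-like clusters, an alternative chosen after the data were seen. With it the log2 fold changes of Abca1, Cd63, Uvrag and Lamtor1 were 0.40, 0.34, 0.24 and 0.44, all higher in positive cells, and Cd63 is among the genes by which M2-like cells were named, of which a larger share was positive. In the whole class the means of Abca1 were 283 CPM in negative and 295 CPM in positive cells and those of Cd63 790 and 881 CPM, so that the direction of these 2 genes also depends on the measure.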

Transcriptional upregulation of endocytosis/autophagy-associated genes (e.g., *Abca1*, *Cd63*, *Lamtor1*, and *Uvrag*) was further observed in bacterial-positive macrophages (Figure 7B). Conversely, GO analysis of downregulated genes in bacterial-positive macrophages highlighted significant enrichment in pro-inflammatory pathways, including antigen processing/presentation via major histocompatibility complex class II, leukocyte chemotaxis, and positive regulation of T cell activation (Figure 7C), with key pro-inflammatory genes (e.g., *Jund*, *H2-Eb1*, *Nfkbia*, and *Ccl4*) showing transcriptional repression (Figure 7D).

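Jund (ENSMUSG00000071076, chromosome 8 of GRCm38 from 70698949 to 70700616) had 3350 ± 454 CPM in bacterial-negative and 1932 ± 406 CPM in bacterial-positive macrophages (SD, n = 6 each), a log2 fold change of -0.81 (standard error 0.19, unadjusted p = 0.00156, adjusted p = 0.447 from edgeR's quasi-likelihood test). H2-Eb1 (ENSMUSG00000060586) had 7105 ± 1887 CPM in negative and 3719 ± 1223 CPM in positive macrophages (SD, n = 6 each), a log2 fold change of -0.96 (standard error 0.26, adjusted p = 0.480). Nfkbia (ENSMUSG00000021025) and Ccl4 (ENSMUSG00000018930) had log2 fold changes of -0.84 and -1.09, each with an adjusted p of 0.495 by the same edgeR test. All 4 genes were lower in positive macrophages in 6 of 6 mice, and none was called. At the paper's threshold of an unadjusted p under 0.01, Jund, H2-Eb1 (p = 0.00316 from edgeR) and Nfkbia (0.00484) passed, and Ccl4 (0.0102) did not. H2-Eb1, Nfkbia and Ccl4 are among the genes by which M1-like cells were named, of which 37.0% were bacterial-positive against 55.9% of M2-like cells, so that their fall could come from the mixture of the 2 kinds of cell, which was not tested. With the class limited to its M1-like and M2-like clusters, an alternative chosen after the data were seen, edgeR called 39 genes, among them H2-Eb1 (adjusted p = 0.00723) and Nfkbia (adjusted p = 0.0474), a setting that does not remove this mixture. With no filter on low counts, H2-Eb1 and Ccl4 were called.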

**Figure 7:**
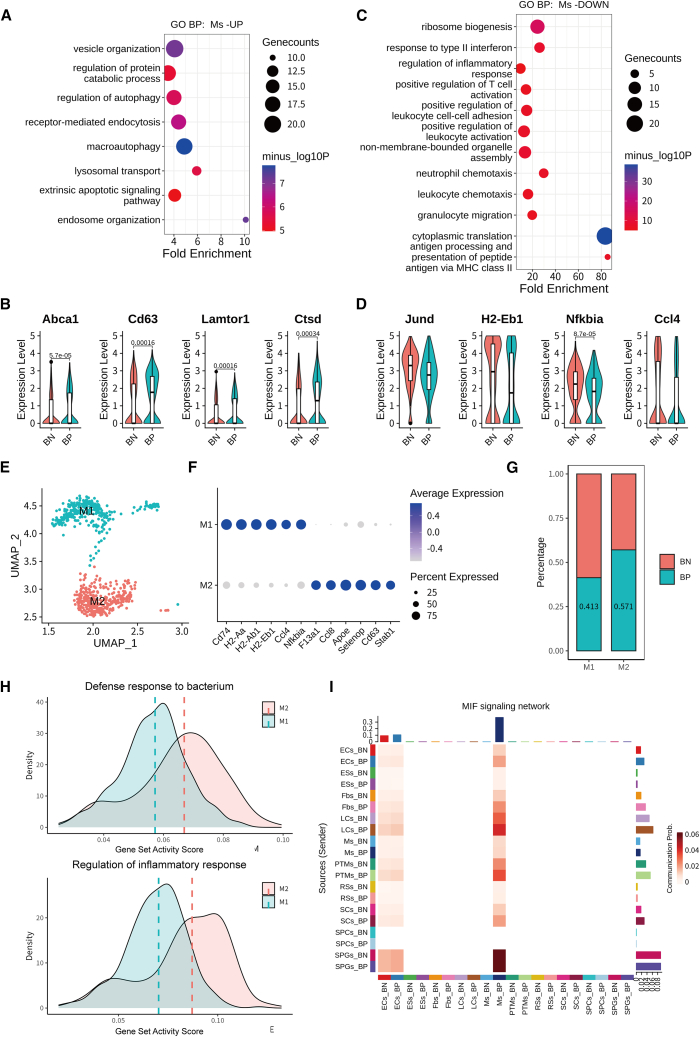
Transcriptional and functional reprogramming of testicular macrophages in response to bacterial interactions (A and B) Representative GO terms of upregulated genes in bacterial-positive macrophages (Ms-UP) (A) and dot plots showing expression of representative genes (B). (C and D) Representative GO terms of downregulated genes in bacterial-positive macrophages (Ms-DOWN) (C) and dot plots showing expression of representative genes (D). (E) UMAP plot of re-clustered macrophages, identifying two subclusters: M1-like (blue) and M2-like (red). Subcluster distribution reflects polarization states. (F) Dot plot of marker genes for M1-like (subcluster 1) and M2-like (subcluster 2) macrophages. (G) Bar plots of bacterial positivity rates in M1-like vs. M2-like subclusters. Higher BP enrichment in M2-like cells (57.10% vs. 41.35%) suggests enhanced bacterial interaction capacity in M2-polarized macrophages. (H) Density plots visualizing the distribution of gene set score associated with “Defense response to bacterium” (top) and “Regulation of inflammatory response” (bottom) in M1-like (blue) and M2-like (red) cells. (I) Heatmap (by CellChat analysis) depicting the MIF signaling network in testicular cells.

To investigate the cellular basis of these transcriptional dichotomies, we performed re-clustering of macrophages, identifying two distinct subclusters (Figure 7E). Subcluster 1 exhibited a pro-inflammatory M1-like signature, marked by high expression of *Cd74*, *H2-Ab1*, and *Ccl4*. In contrast, subcluster 2 displayed canonical M2-like features, including upregulation of *Ccl8*, *Apoe*, and *Stab1* (Figure 7F). 

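The 2 macrophage clusters, with doublets included, divided into 5 sub-clusters at a resolution of 0.3. One of 336 cells, called M2-like here from F13a1, Ccl8, Apoe, Selenop, Cd63 and Stab1, had a mean log2 fold over the other macrophages of 3.56 for these genes and -1.53 for the M1 list. Another of 270 cells, called M1-like from Cd74, H2-Aa, H2-Ab1, H2-Eb1, Ccl4 and Nfkbia, had 3.34 for these genes and -2.99 for the M2 list. Il1b, Cxcl2 and Cxcl10 were among the leading genes of the M1-like cells. The other 3 sub-clusters, of 232, 92 and 58 cells, stayed without a name. The first 2 of these were led by germ cell genes and 41.8% and 78.3% of their cells were scored as doublets, and the third was led by immunoglobulin genes such as Igkc and Jchain. Median UMIs per cell were 3418.5 in M2-like and 2362 in M1-like cells.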

Notably, the transcriptomic profile of bacterial-positive macrophages strongly overlapped with subcluster 2 (M2-like), whereas bacterial-negative cells were more closely associated with subcluster 1 (M1-like). Quantification of bacterial positivity rates revealed a significant enrichment of bacterial-positive cells in the M2-like subcluster (57.10%) compared to the M1-like subcluster (41.35%) (Figure 7G), and the signature score of M2-like macrophages was relatively higher in bacterial-positive cells (Figure S6A). This suggests that M2-like macrophages may have an increased tendency to interact with bacteria, potentially mediated by transcriptional upregulation of endocytic/autophagic activity. In addition, comparative analysis revealed that the proportion and signature score of M2-like macrophages was relatively higher in aged testes (Figures S6B and S6C), consistent with the increased bacterial abundance observed in aged mice (Figures 4A and 4B). Furthermore, we observed that pathways including “Defense response to bacterium,” “Endocytosis,” and “Regulation of inflammatory response” were activated in M2-like macrophages compared to M1-like macrophages (Figure 7H). 

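In each mouse the share of bacterial-positive cells was taken over 38 to 73 M2-like and 24 to 56 M1-like macrophages. It was 55.9% ± 13.5 in M2-like and 37.0% ± 16.6 in M1-like macrophages (SD, n = 6). The difference was 18.9 ± 11.1 percentage points, above 0 in 5 of 6 mice and 0 in the other (exact sign-flip permutation test, two-sided, p = 0.0625). With shares standardised over host UMIs per cell, the alternative that moved it most with all 6 mice, it was 16.6 percentage points (p = 0.031, same exact test). A score was computed from the summed counts as the mean of log2(CPM + 1) over the 6 M2 genes of Figure S6 minus that over the 6 M1 genes. It was -1.03 ± 0.939 in bacterial-positive and -2.03 ± 0.443 in bacterial-negative macrophages (SD, n = 6), a difference of 1.00 ± 0.760 that lay above 0 in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.031). With cells matched on host UMIs the difference was 0.79 (p = 0.125, same exact test). From the share and the score, the paper proposes that M2-like macrophages interact with bacteria more often, possibly through endocytosis and autophagy.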

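M2-like cells made up 46.7% ± 6.43 of the M1-like and M2-like macrophages in young mice and 63.5% ± 10.4 in old mice (SD, n = 3 each), with every old mouse above every young mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The M2 minus M1 score over all macrophages was -1.93 ± 0.588 in young mice and -1.13 ± 0.392 in old mice (SD, n = 3 each), a difference of 0.80 that was larger than the spread within either age (exact permutation test, two-sided, p = 0.2).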

Meanwhile, signaling pathways related to the immune system, such as the MIF signaling pathway, were increased in bacterial-positive macrophages (Figure 7I). Taken together, our findings suggest that under low bacterial burden, bacterial-positive testicular macrophages are more frequently associated with an M2-like polarization state, which may promote non-inflammatory bacterial clearance via enhanced endocytosis and autophagy.^49^ Further validation with direct immunostaining or flow cytometry is required.

## Discussion

The mammalian testis has long been regarded as a relatively immune-privileged site due to the protective function of the BTB.^11^^,^^12^^,^^13^^,^^50^ However, our study challenges this traditional view by revealing the ubiquitous yet low-abundance presence of BM across various testicular cell types. Using single-cell resolution analysis, we provide the first comprehensive map of testicular BM composition, its cellular distribution patterns, age-related changes, and functional impacts on the testicular microenvironment. These findings not only expand our understanding of testicular immunology but also shed new light on potential mechanisms underlying BM- and age-associated male subfertility.

Our findings extend prior reports of microbial presence in the male reproductive tract. Early studies using bulk 16S rRNA or metagenomic sequencing identified low-abundance bacteria in semen and testicular tissues^16^^,^^17^ but were limited by tissue-level averaging and the potential for contamination. By leveraging INVADE-seq, we resolve the bacterial landscape at single-cell resolution, confirming that bacteria-associated transcripts exist in both somatic and germ cells and revealing marked cell-type heterogeneity in bacterial load. In particular, the enrichment of bacterial UMIs in somatic cells and early-stage germ cells outside the BTB is consistent with recent observations that aging-related microvascular leakage and immune activation predispose these cells to external exposure.^19^^,^^20^^,^^21^^,^^22^ Together with recent human scRNA-seq atlas, our dataset establishes a comparative framework for investigating host-microbe co-regulation at single-cell resolution.

The age-dependent elevation of bacterial abundance observed here parallels reports of BTB weakening and oxidative stress accumulation during testicular aging.^19^^,^^32^^,^^42^ Our data provide a potential link between these phenomena: dysregulation of SC junction genes (e.g., *Sox9*, *F11r*, and *Wt1*) and local microbial translocation may jointly drive chronic microinflammation. Similar microbiota-barrier interactions have been documented in gut and blood-brain interfaces where age-related leakage permits bacterial products to activate innate immune responses.^51^^,^^52^^,^^53^ These parallels suggest that the testis may undergo a similar age-associated permeability shift, linking microbial exposure to oxidative and inflammatory stress.

Functionally, the cell-type-specific responses we identified further contextualize previous bulk transcriptomic studies reporting LC senescence and macrophage polarization with age.^32^^,^^36^^,^^48^ Our single-cell data demonstrate that bacteria-associated LCs upregulate steroidogenic genes (*Nmb/Nmbr* axis), which may represent an initial compensatory mechanism to maintain reproductive function in the face of microbial challenge. However, chronic activation of this pathway could lead to oxidative stress and cellular damage, ultimately contributing to age-related decline in LC function. Meanwhile, macrophages in contact with bacteria exhibit enhanced autophagy and M2-like polarization, a state previously implicated in anti-inflammatory clearance but also in immune tolerance that permits pathogen persistence.^54^^,^^55^ Notably, bacterial-positive cells displayed a relative enrichment of intercellular signaling networks compared to bacterial-negative cells, suggesting that bacteria may act as modulators of intercellular crosstalk. These finding underscores the potential of bacteria to reshape the testicular microenvironment by modulating ligand-receptor interactions, which could either enhance tissue resilience or disrupt homeostatic balance.

The link between increased testicular BM load and age-related reproductive decline raises the possibility that microbial dysbiosis could serve as a novel diagnostic biomarker for male subfertility. Additionally, pharmacological targeting of specific microbial taxa or their molecular interactions with host cells may offer innovative therapeutic strategies. For example, modulating the M2 macrophage polarization or restoring BTB integrity could potentially mitigate the negative effects of microbial invasion on testicular function. However, further research is needed to establish causality and determine the feasibility of such interventions. In conclusion, our single-cell analysis provides a detailed portrait of the testicular microbiome and its dynamic changes during aging. These findings highlight the dynamic and bidirectional interplay between the microbiome and testicular cells, providing preliminary mechanistic insights into male reproductive health and suggesting potential targets for BM- and age-associated male subfertility.

### Limitations of the study

While our study provides valuable insights into the testicular microbiome, several limitations should be acknowledged. First, from a technical perspective, while INVADE-seq effectively captures cell-associated bacteria, it may underestimate low-abundance taxa or fail to distinguish closely related strains due to the inherent limitations of 16S rRNA gene sequencing. Additionally, our approach focused solely on adherent or invasive bacteria, neglecting free-living microorganisms in the interstitial fluid or lumen of seminiferous tubules.^8^^,^^9^^,^^56^ These free bacteria might secrete metabolites or activate immune cells, indirectly affecting testicular homeostasis. Integrating bulk metagenomics with single-cell data would be essential to comprehensively characterize both cell-associated and free-living microbiome fractions. Moreover, the bacterial-positive cells detected in our dataset contained only very sparse bacterial UMIs, making it technically challenging to separate bacterial-positive from bacterial-negative cells for targeted experimental validation. Consequently, direct confirmation of differential gene expression between bacterial-positive and bacterial-negative cells using RT-qPCR or *in situ* hybridization could not be achieved at this stage. Second, from a mechanistic perspective, although our study establishes an association between increased microbial load and impaired BTB function in aging testes, causal relationships remain unproven. Future research should employ functional validation experiments such as antibiotic treatment to deplete the microbiome and observe BTB restoration, or genetic models with BTB disruption to directly assess the impact of microbial leakage on reproductive capacity. Third, our findings are based on a murine model, and the composition, abundance, and host-microbiome interactions in human testes may differ significantly. Cross-species comparative studies using primate models or human testicular biopsies are essential.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Jianteng Zhou ().

### Materials availability

This study did not generate new unique reagents. All resources and materials reported in this paper will be shared by the lead contact upon request.

### Data and code availability

• The INVADE-seq data generated in this paper were deposited in the GEO database with accession number GSE303193.
• This study does not report any original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

This work was supported by the 10.13039/501100001809National Natural Science Foundation of China (82402187), the 10.13039/501100004608Natural Science Foundation of Jiangsu Province (BK20241953), Xuzhou Science and Technology Innovation Project (KC23009), and Xuzhou Key Research and Development Program (KC22096). We are grateful to OE Biotech Co., Ltd. (Shanghai, China) for sequencing service. We are grateful to Ms. Huan Zhang for her language and editorial help.

## Author contributions

J.Z.: methodology, investigation, visualization, and writing – original draft; Y.L.: methodology, investigation, and visualization; T.Z.: investigation and visualization; K.Y.: methodology and investigation; C.Z.: methodology; R.Z.: investigation and visualization; X.Z.: methodology and investigation; D.Z.: investigation and visualization; X.D.: investigation and visualization; Y.Q.: writing – review and editing; C.H.: conceptualization and writing – review and editing; Z.Z.: conceptualization, supervision, funding acquisition, and writing – review and editing.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Collagenase type IV	GIBCO	Cat# 17104019
Ethanol (gradient, 70–100%)	Sinopharm Chemical Reagent Co.	N/A
Hematoxylin solution	Beyotime Biotechnology	Cat# C0105
Eosin Y solution	Beyotime Biotechnology	Cat# C0106
Neutral mounting medium	Solarbio	Cat# G8590

**Critical commercial assays**		

Chromium Next GEM Single Cell 5' Kit v2	10x Genomics	PN-1000263

**Deposited data**		

scRNA-seq data (raw data)	This paper	GSE303193

**Experimental models: Organisms/strains**		

Male C57BL/6J mice	Zhishan Institute of Health Medicine Co., Ltd (Beijing, China)	zsc5722m

**Software and algorithms**		

Seurat v4.0	Satija Lab	https://satijalab.org/seurat
Cell Ranger v6.1.2	10x Genomics	https://support.10xgenomics.com
Kraken2 v2.1.2	Wood Lab	https://ccb.jhu.edu/software/kraken2
ggplot2 v3.4.0	CRAN	https://cran.r-project.org
clusterProfiler	Bioconductor	https://bioconductor.org/packages/clusterProfiler
INVADEseq pipeline	Galeano et al., Nat Protoc, 2023	https://github.com/FredHutch/invadeseq
CellChat	Bioconductor	https://github.com/sqjin/CellChat
AUCell	Bioconductor	https://github.com/aertslab/AUCell
R v4.3.2	R v4.3.2	R v4.3.2

### Experimental models and study participant details

#### Mice

C57BL/6 male mice at 5 months (young) and 20 months (older) were used, with 3 biological replicates per group. Mice were purchased from Zhishan Institute of Health Medicine Co., Ltd (Beijing, China) and housed under specific pathogen-free conditions and *ad libitum* access to food and water. All animal experiments in this study were conducted in strict accordance with the guidelines of the Institutional Animal Care and Use Committee of Xuzhou Medical University and were approved by the Ethics Review Board No.202302T006. The welfare and handling of animals were prioritized to minimize suffering.

### Method details

#### Epididymal sperm count

The unilateral cauda epididymis from each mouse was dissected, minced into small pieces, and transferred into an Eppendorf tube containing 1 ml of 1× PBS (68.5 mM NaCl, 1.3 mM KCl, 5.0 mM Na2HPO4, 0.9 mM KH2PO4). The tissue suspension was incubated at 37°C for 30 min to allow sperm to be released into the medium. Subsequently, 10 μl of the sperm suspension (diluted 1:10 in 1× PBS) was loaded onto a hemocytometer, and sperm were counted under a light microscope. Each sample was analyzed in triplicate, and the average of the three replicates was used as the final sperm count value per mouse.

#### Preparation of single-cell suspension

Tissue dissociation was performed under sterile conditions. Freshly collected testes were washed twice with ice-cold RPMI 1640 medium containing 0.04% BSA, minced into ∼0.5 mm^3^ pieces with surgical scissors, and transferred to an enzymatic digestion solution containing RPMI 1640 (Conring, cat. no. 10-040-CVR), 0.04% BSA (MACS, cat. no. 1000076), and 0.2% collagenase II (Gibco, cat. no. 17101015). Samples were incubated at 37°C for 30–60 min with gentle inversion every 5–10 min. The resulting cell suspension was filtered through a 40-μm cell strainer, centrifuged at 300 × g for 5 min at 4°C, and the pellet was resuspended in medium. Red blood cells were lysed using Miltenyi buffer for 10 min at 4°C. After centrifugation, the pellet was washed once and resuspended in 1 ml RPMI 1640 with 0.04% BSA. Cell concentration and viability were assessed using a Luna-FL counter or Trypan Blue staining.

#### Single-cell transcriptome sequencing

Chromium Next GEM Single Cell 5' Kit v2 (10x Genomics, PN-1000263) was used for scRNA-seq and INVADE-seq according to the User Guide (CG000331). Single cell suspension was adjusted to 700-1200 cells/μL. 20,000 cells were mixed with reverse transcription Master Mix, 16S primer (5′-GGGTTGCGCTCGTTG-3′, final concentration 16 μmol/L) and loaded into a Chromium chip K with gel beads and partitioning oil to generate GEMs on a 10x Chromium Controller, following with reverse transcription PCR and preamplification of the full-length cDNA. The cDNA QC was performed using Agilent 4150 TapeStation (Agilent Technologies). The cDNA was used to construct the transcriptome sequencing library using a 10x Genomics Library Construction Kit (PN-1000190). High-throughput sequencing was performed on the Illumina NovaSeq X Plus sequencer with PE-150 mode.

#### INVADE-seq library sequencing

The INVADE-seq bacterial 16S rRNA library was constructed according to Galeano Niño et al.^26^ with minor modification.16S rRNA primers for amplification were Forward Primer (FP): 5′-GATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′ and Reverse Primer (RP):5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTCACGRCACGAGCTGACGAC-3′. The 16S rRNA gene was enriched from 2 μL of cDNA using 1 μmol/L each of FP and RP, and 50 μL of Amp Mix (10x Genomics, PN-2000047) with the following PCR program: initial denaturation at 98°C for 45 sec; 35 cycles of 98°C for 20 sec, 67°C for 30 sec (with a 2 C/sec gradient warming), and 72°C for 1 min; and a final extension at 72°C for 1 min. The amplified products were purified using 0.8x SPRI beads (Beckman) and size-selected on an agarose gel to recover fragments between 955-1215 bp. A second round of amplification was performed on the recovered products under the same conditions but with 20 cycles. After purification with 0.8x SPRI beads, the product size was confirmed using an Agilent 4150 TapeStation. Following the Chromium Next GEM Single Cell 5' Kit v2 (Dual Index) User Guide, 50 ng of the purified product was adjusted to 30 μL and mixed with 50 μL of Amp Mix (PN-2000047) and 20 μL of Dual Index TT Set A (PN-1000215) for PCR amplification: 98°C for 45 sec; 15 cycles of 98°C for 20 sec, 54°C for 30 sec, and 72°C for 20 sec; and a final extension at 72°C for 1 min. The amplified products were purified with 0.8x SPRI beads, size-selected for 955-1215 bp fragments on an agarose gel, and qualified using an Agilent 4150 TapeStation. High-throughput sequencing was performed on an Illumina NovaSeq X Plus sequencer in PE-150 mode.

#### scRNA-seq data processing

Raw FASTQ files were processed using Cell Ranger (v9.0.0, 10x Genomics) to align reads to the mm10 genome and generate unique molecular identifier (UMI) count matrices. Subsequent analysis was performed using Seurat^57^ (v4.0.0) in R. Low-quality cells and multiplets were filtered based on: (1) detected genes (<200), (2) total UMIs (<1,000), (3) log10GenesPerUMI (<0.7), (4) mitochondrial UMI percentage (>10%), and (5) hemoglobin UMI percentage (>5%). DoubletFinder^58^ (v2.0.3) was applied to identify potential doublets.

Normalized data were subjected to principal component analysis (PCA), and the first 50 principal components were used for uniform manifold approximation and projection (UMAP) visualization and clustering via the Louvain algorithm in Seurat. Cell types were allocated to each cluster using the abundance of known marker genes as described previously.

#### Generation of bacteria UMI matrices from the INVADE-seq bacterial 16S rRNA library

The bacterial 16S rRNA gene enrichment library was processed to generate UMI matrices according to previous reports^23^ using a workflow integrating CellRanger, BEDTools,^59^ Trimmomatic,^60^ Picard, and GATK PathSeq.^61^ Raw FASTQ files were first processed with CellRanger count to align reads to the reference genome. The resulting BAM file was converted to FASTQ format using BEDTools, and adapter sequences were trimmed from Read 1 using Trimmomatic with parameters to remove low-quality bases and clip the first 15 nucleotides. The trimmed FASTQ was converted back to BAM format with Picard FastqToSam and processed using GATK PathSeq to filter host reads and identify bacterial sequences, using specified reference databases for host and microbial genomes. The output BAM file containing bacterial annotations and summary CSV were then integrated with the corresponding CellRanger output from the gene expression (GEX) library using a custom Python script. This script associated bacterial 16S sequences with valid cell barcodes identified in the GEX library, generating files including genus-level assignments per cell, raw read mappings, and validated bacterial-cell associations.

#### Integration of bacteria UMI matrix with single-cell data

The bacterial UMI CSV table was imported as a dataframe with row names set to cell barcodes. The total bacterial UMIs per cell were calculated and added as a new column. This matrix was then merged with the Seurat object containing the single-cell transcriptomic data using *AddMetaData*, ensuring all cells without detected bacteria were assigned zero values. Cells were classified as bacterial-positive if they harbored ≥1 bacterial UMIs.

#### Identification of differentially expressed genes (DEGs) and GO enrichment analysis

To identify DEGs between Young and Older or bacterial-positive and bacterial-negative groups in each cell type, we use the Seurat FindMarker function based on normalized TPM expression values. The Genes with expression level differences greater than 1.2 and *p*-value < 0.01 were defined as DEGs. DEGs between Young and Older is provided in Table S1, and DEGs between bacterial-positive and bacterial-negative groups in each cell type is provided in Table S2. Gene Ontology (GO) enrichment analysis for biological processes was performed using clusterProfiler^62^ v4.2.2, with significance defined as *p* value < 0.01, and a gene count greater than 3 as significant pathways. Subsequently, the output of the clusterProfiler analysis was processed using simplifyEnrichment^35^ v1.14.0, with a similarity cutoff of 0.7 was applied to cluster and merge redundant GO terms.

#### Cell–cell communication analysis

Cell-cell communication analysis was conducted utilizing the CellChat^63^ v2.1.2. “CellChatDB.mouse” was set up as the ligand-receptor interaction database, cell-cell communication analysis was then performed via the default setting. The significance of communication links between cell clusters was evaluated using the *computeCommunProb* function, with a probability threshold of 0.01 set to filter out weak interactions. To visualize and quantify the communication network, CellChat generated several metrics, including communication probability matrices, network plots, and heatmaps.

#### AUCell

To quantify BM-associated transcriptional programs, we employed the AUCell (Area Under the Cell-activity curve) package (version 1.26.0) in R. AUCell scores individual cells for gene set enrichment (GSE). Gene sets were derived from MSigDB Hallmark gene sets, and cell scores were normalized across samples. We visualized the AUCell scores using density and violin plots to illustrate the distribution of gene set activity across different groups or cell clusters.

#### H&E staining

Testicular tissues from the young and older mice were fixed in 4% paraformaldehyde, dehydrated, and embedded in paraffin. H&E staining was performed using standard protocols: hematoxylin for 5 min, differentiation in acid alcohol, bluing in ammonia water, and eosin staining for 3 min. Slides were dehydrated, cleared, and coverslipped. Quantitative analysis of seminiferous tubule diameter and cell density was performed using ImageJ.

### Quantification and statistical analysis

All statistical analyses were performed using R (v4.3.2) unless otherwise specified. Statistical details for each analysis, including the statistical tests used, exact n values, definitions of n, measures of central tendency, dispersion metrics, and significance thresholds, are reported in the corresponding figure legends and results sections.

For comparisons between two groups (e.g., young vs. old; bacterial-positive vs. bacterial-negative cells), two-tailed unpaired Student’s t-tests were applied unless noted otherwise. For gene set–related analyses (e.g., AUCell, enrichments), statistical significance was determined using the built-in scoring procedures of the respective tools (AUCell, clusterProfiler, simplifyEnrichment, CellChat) with multiple-testing correction where applicable.

For single-cell analyses, n refers to the number of individual cells after quality control filtering. For bulk-level comparisons (e.g., sperm count, bacterial metrics per mouse), n refers to the number of biological replicates (3 young mice and 3 old mice). Measures of central tendency and variability are reported as mean ± standard deviation (SD) unless specified.

Differentially expressed genes (DEGs) were identified using Seurat’s FindMarkers function with the following thresholds: log fold-change > 1.2 and *p* value < 0.01. Gene Ontology enrichment was performed using clusterProfiler with significance defined as *p* < 0.01 and minimum gene count > 3. Cell-cell communication analyses were conducted using CellChat with a communication probability cutoff of 0.01 to filter weak interactions.

All statistical tests were two-sided, and *p* < 0.05 was considered statistically significant unless indicated otherwise. Exact values, significance indicators, and test types can be found in the figure legends.

# Supplementary material for: Single-cell analysis of testicular bacterial microbiome changes during aging and effect on reproductive capacity in mice
**Source:** iScience. 2025 Nov 22;28(12):114174. doi: 10.1016/j.isci.2025.114174
**Supplement:** Document S1. Figures S1–S6

## **Supplemental information**

### **Single-cell analysis of testicular bacterial microbiome changes during aging and effect on reproductive capacity in mice**

**Jianteng Zhou, Ying Li, Tao Zhu, Kexin Yang, Cheng Zhang, Ruoqi Zhang, Xinrong Zhang, Dianshuang Zhou, Xiaoyue Ding, Yu Qiao, Conghui Han, and Zuobin Zhu**

**A**

| Mice ID | Age (Month) | Sperm Count ( $10^6$ ) | Total cells after QC | Median genes per Cell |
|---------|-------------|------------------------|----------------------|-----------------------|
| 5A      | 5           | 18817                  | 10084                | 1500                  |
| 5B      | 5           | 26767                  | 13442                | 1703                  |
| 5C      | 5           | 20267                  | 10212                | 2099                  |
| 20A     | 20          | 11333                  | 14184                | 1660                  |
| 20B     | 20          | 21467                  | 12839                | 1746                  |
| 20C     | 20          | 30667                  | 11565                | 1788                  |

**B**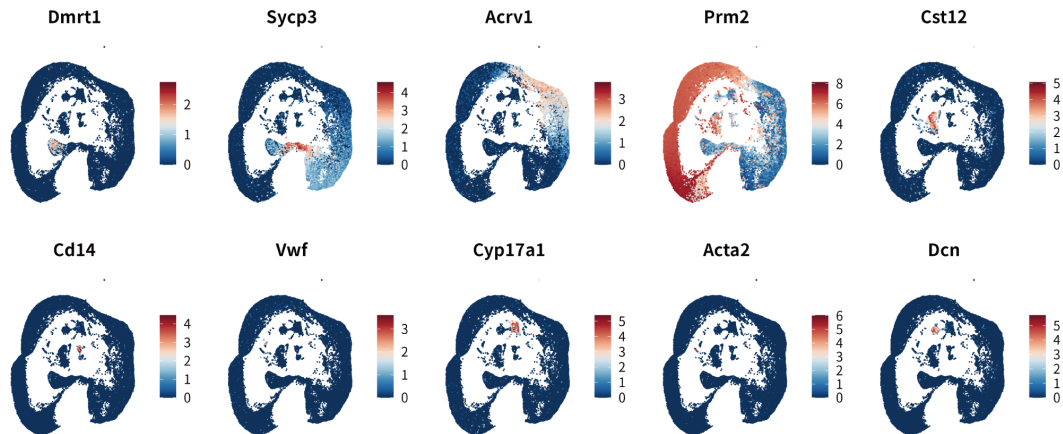**Figure S1. Information about mice and quality control of scRNA-seq**

**A)** Summary table of experimental metadata for individual mice. Columns include: mouse ID, age (5 months = young; 20 months = old), sperm count, total cells after QC, and median genes per cell. Sperm counts are expressed as  $10^6$  spermatozoa per mouse, calculated from the cauda epididymis. “Total cells” and “Median genes per cell” refer to the testicular single-cell suspensions captured by the 10x Genomics platform.

**B)** Feature plots of cell-type-specific marker genes overlaid on the UMAP projection of testicular single cells. Scale bar indicates normalized log-transformed gene expression levels. Data shown were pooled from young (5 months) and old (20 months) mice.

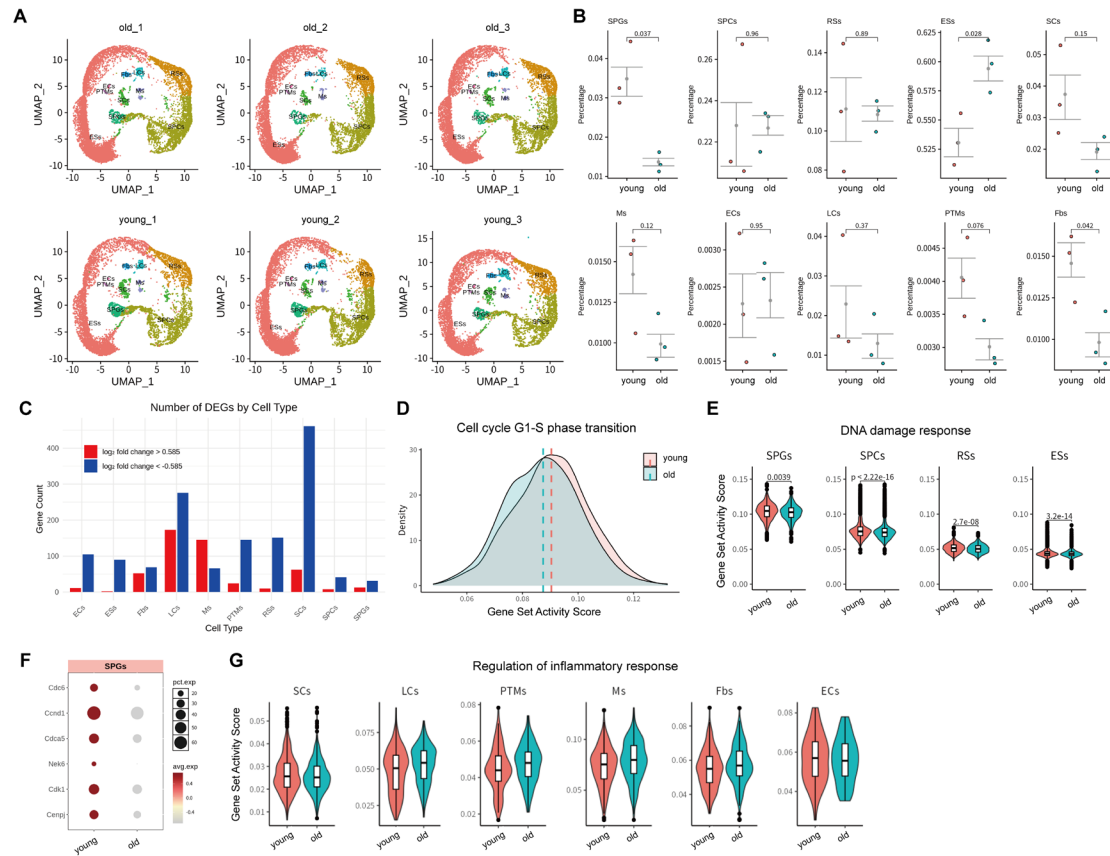

**Figure S2. Cell transcriptomic analyses of testicular cells from young and old mice, highlighting age-associated changes in cell populations, functional pathways, and cellular states**

**A)** UMAP plots of testicular cells for individual young and old samples. Each plot shows the distribution of different cell clusters (color-coded).

**B)** Dot plots comparing the proportion of various testicular cell types (SPGs, SPCs, RSs, ESs, Ms, ECs, LCs, PTMs, Fbs) between young and old samples. The y-axis represents cell type proportions, and the x-axis denotes sample groups (young and old). Statistical significance is indicated, revealing age-related changes in cell type distribution.

**C)** Quantitative comparison of DEGs between young and aged mouse testes across major testicular cell types under a stricter threshold. The number of DEGs (Y-axis) was calculated for each annotated cell type (X-axis) using Seurat with an absolute  $\log_2$  fold change  $> 0.585$  (expression level differences greater than 1.5). Red bars represent genes upregulated in aged testes, and blue bars represent genes downregulated in aged testes.

**D)** Density plots visualizing the distribution of gene set score associated with ‘Cell cycle G1/S phase transition’ in young (red) and old (blue) samples.

**E)** Violin plots of ‘DNA damage response’ gene set activity scores (AUCell) across different testicular cell types in young (red) and old (blue) mice. While global differences appear subtle, consistent downward shifts are observed in spermatogonia and spermatocytes.

**F)** Dot plots displaying the expression of representative genes of ‘Cell cycle G1/S phase transition’ pathway in SPGs from young and old samples.

**G)** Violin plots of gene set scores for ‘regulation of inflammatory response’ across different testicular cell types in young (red) and old (blue) samples.

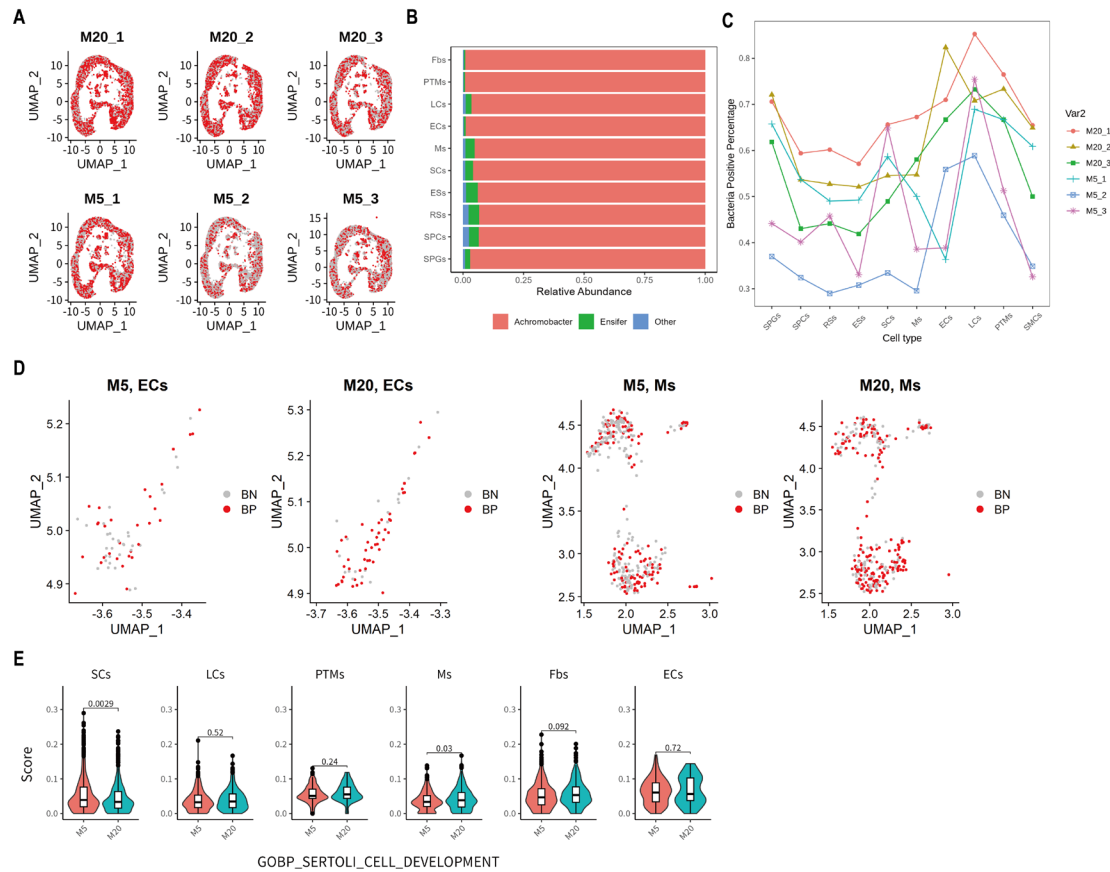

**Figure S3. Single-cell analysis of testicular cells focusing on microbial associations and cell type-specific distributions from young and aged mice**

**A)** UMAP plots illustrating the single-cell transcriptomic landscape of testicular cells for sub-samples. Cells are colored by two states, BN (bacterial-negative, gray) and BP (bacterial-positive, red).

**B)** Bar plot showing the relative abundance of different microbial genera in various testicular cell types.

**C)** Line graph depicting the bacterial positive percentage across different cell types in young and old samples.

**D)** UMAP plots of endothelial cells (ECs) and macrophages (Ms) from young and old samples, with cells colored by bacterial status (BN: bacterial-negative, gray; BP: bacterial-positive, red).

**E)** Violin plots of gene set scores for 'sertoli cell development' pathway across different testicular cell types in young (red) and old (blue) samples.

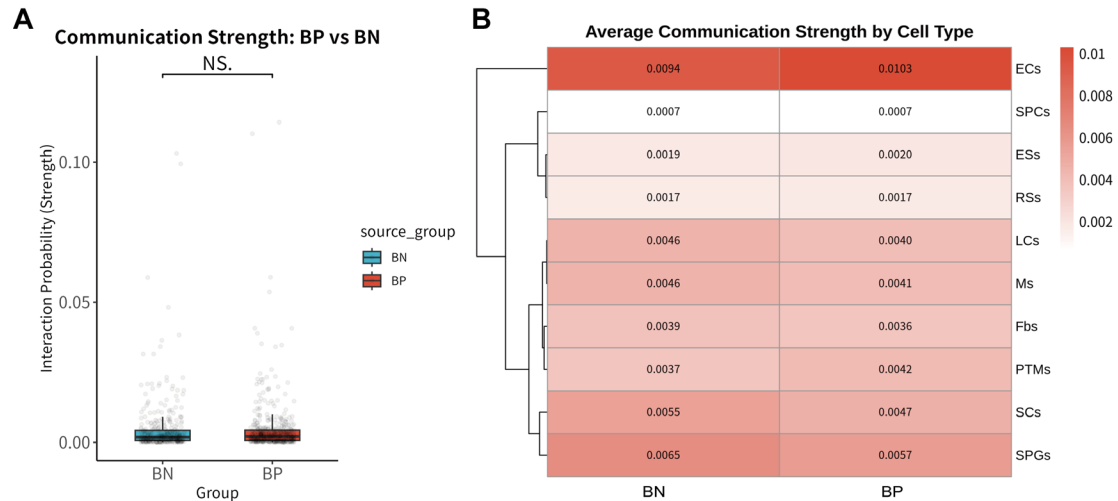

**Figure S4. Cell-type-specific analysis of intercellular communication strength in bacterial-positive and bacterial-negative testicular cell populations**

**A)** Box plot comparing the distribution of intercellular communication strength between BN (blue) and BP (red) groups. “NS.” indicates no significant difference in overall communication strength between the two groups, suggesting a lack of global alteration in intercellular signaling strength driven by bacterial presence.

**B)** Heatmap of average intercellular communication strength by cell type in BN and BP groups. Rows represent testicular cell types, and columns denote the groups (BN and BP). Color intensity reflects average communication strength, with a gradient from low (light) to high (dark red).

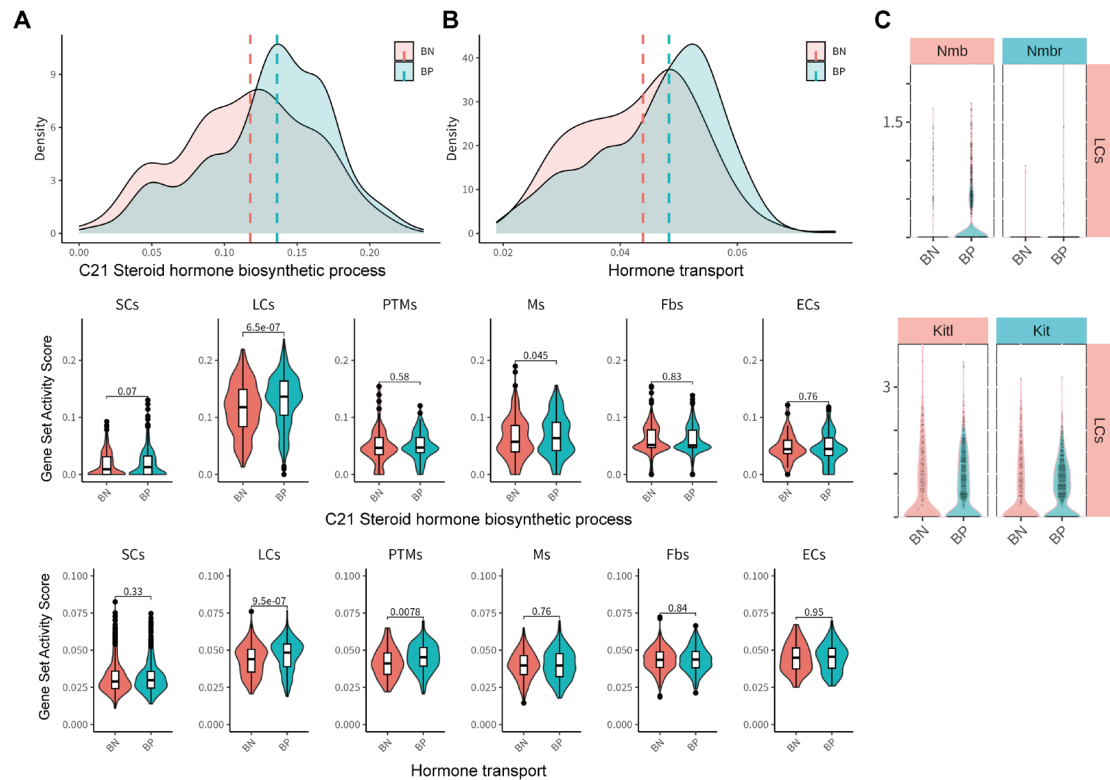

**Figure S5. Bacterial presence modulates hormone-related pathways in testicular cell populations**

**A)** Density plots (top) and violin plots (bottom) visualizing the distribution of gene set score associated with 'C21 steroid hormone biosynthetic process' in BN (red) and BP (blue) groups.

**B)** Density plots (top) and violin plots (bottom) visualizing the distribution of gene set score associated with 'Hormone transport' in BN (red) and BP (blue) groups.

**C)** Violin plots showing expression of GPR and KIT signaling genes inferred by CellChat in leydig cells (LCs).

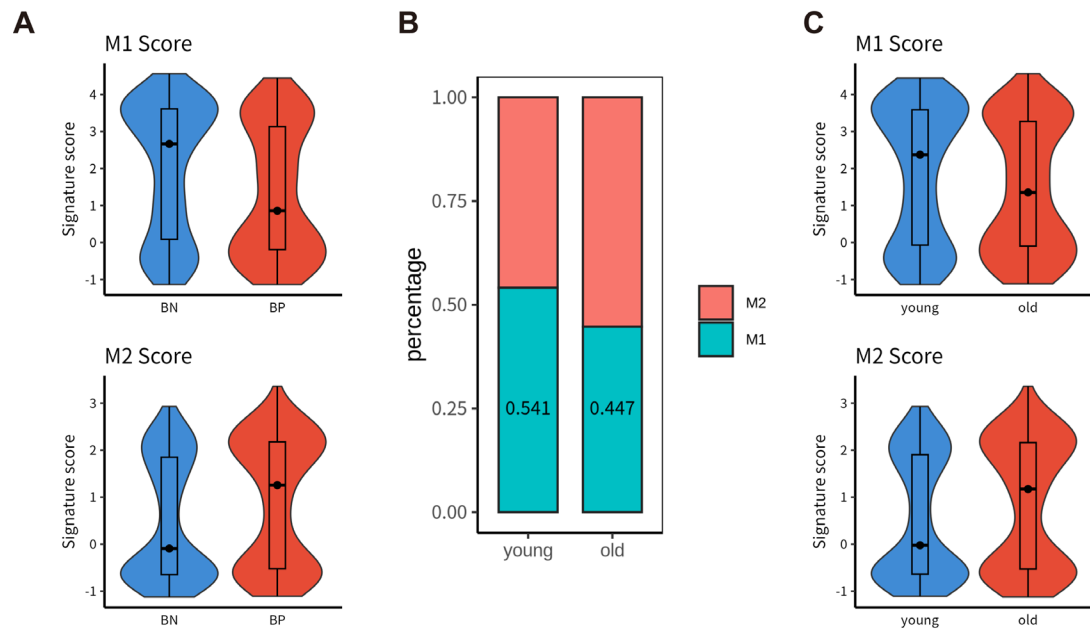

**Figure S6. Comparative analysis of macrophage polarization states in relation to bacterial status and aging.**

**A)** Violin plots showing the distribution of M1 and M2 gene signature scores in bacterial-negative (BN) and bacterial-positive (BP) macrophages. Bacterial-positive macrophages display lower M1 and higher M2 scores, suggesting a tendency toward M2-like polarization. M1 and M2 signature scores were computed using the *AddModuleScore()* function in Seurat based on curated marker gene sets derived from published macrophage polarization studies. M1 marker genes: *Cd74*, *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *Ccl4*, *Nfkbia*; M2 marker genes: *F13a1*, *Ccl8*, *Apoe*, *Selenop*, *Cd63*, *Stab1*. The module score for each signature represents the average normalized expression of marker genes minus the aggregated expression of control gene sets. Higher scores indicate stronger transcriptional similarity to the corresponding macrophage polarization state.

**B)** Stacked bar chart comparing the proportions of M1- and M2-like macrophages in young (5-month) and old (20-month) mouse testes. Aged testes show a relatively higher fraction of M2-like macrophages.

**C)** Violin plots of M1 and M2 signature scores across macrophages from young and aged testes. Aged macrophages show a mild upward shift in M2 signature scores, consistent with increased bacterial abundance and enhanced M2 polarization.

How the deposited data were processed for this re-analysis (not part of the article)

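Testis cells of 3 young mice (5 months) and 3 old mice (20 months) were measured, with 1 gene expression library and 1 library enriched for bacterial 16S rRNA from each mouse. The UMI counts of the gene expression libraries were made by the authors with Cell Ranger against the mm10 genome, as their methods state, and deposited as whole numbers without normalization. The methods, the resource table and the file headers name different versions of Cell Ranger, and the release of the gene annotation is not stated. Positions of genes are those of GRCm38. Each matrix held 32285 genes and the barcodes called as cells before the authors' filters. The bacterial counts were made by the authors, according to their methods, by aligning the 16S library with Cell Ranger, converting reads with BEDTools, trimming with Trimmomatic, removing host reads and assigning genera with GATK PathSeq, and keeping barcodes found in the gene expression library. They were deposited as 1 table of bacterial UMI counts and 1 of bacterial read counts per barcode and genus, without normalization, and it was checked that all 43779 barcodes of these tables belong to their own gene expression library. Every value in the table of reads is even, and positive cells and bacterial abundance were taken from UMIs.

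Barcodes were kept with at least 200 genes, at least 1000 UMIs, a ratio of log10 genes to log10 UMIs of at least 0.7, at most 10% mitochondrial UMIs and at most 5% hemoglobin UMIs, as in the methods. Doublets were scored in each library with Scrublet as held in scanpy 1.11.5, and the highest scores were removed at a rate of 0.8% for every 1000 cells, since the authors' rate for DoubletFinder is not given. Counts were scaled per cell and log-transformed, 2000 variable genes were reduced to 50 principal components, and a graph of shared neighbors among 20 nearest neighbors was divided by the Leiden algorithm of igraph 0.11.9 at a resolution of 1, with the random seed fixed at 1. Clusters of at least 50 cells were named from the mean of standardized log2(CPM + 1) over marker lists that hold the paper's marker of each population. A name needed at least 3 markers that lay more than 0.5 SD above the mean of clusters and were found in at least 5% of the cluster's cells, and it was refused where the leading genes held more markers of another class, or where the cluster had few UMIs per cell and no marker among its leading genes. These scoring thresholds were set after the clusters had been seen. The pseudocount was first 5 and was changed to 1 after it was seen that, with 5, a cluster of 355 cells with markers of ECs and another of 1848 cells with markers of SPGs stayed without a name. The former setting was kept as an alternative. Macrophages were divided again at a resolution of 0.3 and named by the M1 and M2 genes of Figure S6, and a name needed C1qa in at least 50% of the cells. Cells without a class name, 15.1% in young mice and 12.2% in old mice, were left out of comparisons by class.

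In the cells kept, young libraries held 157386680 to 227358156 host UMIs (median 174162489) and old libraries 201908949 to 216913989 (median 209405683). Median genes per cell lay between 2039 and 2494 in young mice and between 2114 and 2341 in old mice. All barcodes together had 9162 to 18603 bacterial UMIs in young mice and 15582 to 32773 in old mice.

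The mouse was the replicate in every test. Values of single measures were compared between ages by exact permutation of the 6 mice and within mice by exact sign-flip permutation, both two-sided, with Benjamini-Hochberg adjustment over classes. Counts were summed over the cells of a class in each mouse, or in each mouse and bacterial status, with at least 10 cells in a sum, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the filterByExpr rule. The comparison by status had the mouse as a block. A gene was called at an adjusted p under 0.05 and a fold change above 1.2. The test was tested on simulated data at the same replicate number and depth, with a dispersion of 0.1 and 200 genes changed by 2 on the log2 scale. It recovered 169 genes in ESs and 164 in LCs by age, with 2 and 9 false calls, and 184 in SCs and 170 in LCs by status, with 9 and 1. The scaled values were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 under Python 3.11.15.

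The alternatives were no doublet removal, a minimum of 2000 host UMIs, 2 times the clustering resolution, at least 2 bacterial UMIs for a positive cell, genera other than Achromobacter, bacterial UMIs thinned to equal numbers per cell, shares standardised over 10 strata of host UMIs (3 in macrophages), positive and negative cells matched on host UMIs in 4 bins per log2 unit, DESeq2 1.42.0, no filter on low counts, the paper's threshold of an unadjusted p under 0.01, a replicate block or none, a pseudocount of 10 in the macrophage score, other measures per mouse, and each mouse left out in turn. These alternatives, the tests and the marker lists were set before the data were examined, apart from the numbers of strata and bins, which were chosen later. Other alternatives were added after the data were seen, which are named where their values are given. Genes are named where the paper names them for a difference in expression, where they are in a list of 6 steroidogenic genes set in advance, where they stand in the first 5 lines of Table S1 or Table S2, whose values were seen beforehand, and, for each comparison in LCs, macrophages, SCs, SPGs and ESs, where they are up to 2 called genes with the largest rise and 2 with the largest fall among those changed the same way in every mouse. Genes called in at least 3 classes by status, and genes that overlap them, are named as a group chosen after their values were seen. Tables S1 and S2 could be read in part only. The ligand-receptor networks, the enrichment of terms, the gene set scores and the histology of the paper were not repeated, since they need gene sets, databases or images that were not available, and the UMAP was left out.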

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

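The tests of the 2 cells with most bacterial UMIs, of replicate C of the young mice and of the barcodes that failed the filters were chosen after these results had been seen. Among 23 measures within mice, each over 6 mice, 4 had 1 mouse far from the others, where chance gives about 1 in 20.

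Bacterial UMIs per positive cell were 6.63 higher outside than inside the BTB in replicate A of the old mice, far from the 0.328 to 1.91 of the other 5. In this mouse 2 LCs held 2345 and 2108 bacterial UMIs, 18.8% of its UMIs and 37.8% of its reads, and the next largest of any cell was 181. Without the 2 cells its value was 1.86, and the gap between the most distant mouse and the next made up 0.366 of the whole range, within what 6 mice give by chance. The distance of this mouse therefore rests on 2 cells. A candidate explanation is a clump of bacteria in each of 2 droplets, and LCs that truly hold many bacteria would give the same counts. The other 2 old mice did not stand apart, so age alone does not account for it.

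In replicate C of the young mice the share of bacterial-positive cells was 31.1 percentage points higher in SCs than in ESs, against 10.1 to 16.1 in the other 5 mice, and 39.0 higher in Fbs than in ESs, against 6.67 to 14.3. Both rest on a mouse far from the others, and without it the mean differences were 11.8 and 10.6 percentage points. The other young mice lay near the old mice, so that age does not account for it. A mixture of Sertoli clusters would let this mouse lie within the range of the others once a single cluster is taken, and in the largest of 3 clusters of SCs its share was 6.81 percentage points above that of ESs, against 4.89 to 12.8 in the other mice. Outside this cluster lay 53.3% of its SCs, against 12.7% to 20.4% in the others, and such SCs had the higher share in 6 of 6 mice. The distance in SCs is therefore in line with a mixture of Sertoli clusters, and why this mouse had more of these cells is open. Fbs form 1 cluster, so that this test says nothing on them. With equal bacterial UMIs per cell of each library the mouse stayed far from the others in SCs (30.8 against 10.1 to 17.3) and in Fbs (37.5 against 6.61 to 14.4). This argues against bacterial UMIs per cell as the explanation there. With shares standardised over host UMIs per cell it stayed far in Fbs (45.6 against 9.21 to 18.1). Strata of under 5 cells were left out, so that host UMIs per cell are not excluded in Fbs. In SCs the standardised value was 24.1 against 9.37 to 17.6, the highest but no longer far from the others, which leaves host UMIs per cell open. A property of this mouse was not tested.

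In replicate B of the young mice PTMs had a share -7.99 percentage points from that of ESs, while the other 5 mice had 17.0 to 29.3. This mouse, far from the others, had 18 PTMs, the fewest of any mouse, so that single cells move its value. Without it the mean difference was 24.7 percentage points. No biological explanation was tested.

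Bacterial UMIs were also found in data the paper did not analyse, the 18858 barcodes that failed the filters. They held 15777 bacterial UMIs, 14.4% of all, at a median of 766 host UMIs, and 39.3% of them were bacterial-positive. ESs of the same mouse had a share 3.90 ± 2.59 percentage points higher, in 6 of 6 mice (exact sign-flip permutation test, p = 0.031). Free bacterial RNA in the suspension and bacteria on damaged cells or debris cannot be told apart, because the deposited matrices hold no droplets without cells and the failing barcodes themselves include damaged cells. With either explanation, part of the positive calls in ESs, where the share was nearest to this level, may come from RNA that did not belong to the cell.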

How the results depend on the processing

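The alternatives chosen after the data had been seen are named as such here: the macrophage class limited to its M1-like and M2-like clusters, cells matched on cluster, the counts without the 2 cells of over 1000 bacterial UMIs, clusters named with a pseudocount of 5 in place of 1, as many cells drawn at random as a match left, and the largest cluster of SCs alone. Of these, the pseudocount of 5 was tried first, and it is the reported value of 1, with the scoring thresholds of the naming, that was set after the clusters had been seen. The numbers of strata and bins of host UMIs were also chosen later. All other alternatives, the tests of the reported results, the marker lists and the rule for the genes to name were set in advance. Over all alternatives 1704 values were computed, of which 1289 had the direction and the side of the threshold, or the size, that is reported, 156 lost the threshold, 35 passed it in place of missing it, 151 moved in size and 73 changed direction. Where a value changed, the cause was not tested, apart from the tests given under the other observations. A comparison of 3 mice with 3 cannot reach a p under 0.05, so that keeping its side of the threshold says nothing on its stability.

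The difference in the share of bacterial-positive cells across the BTB stayed above 0 under every alternative and had a p of 0.031 under all that kept 6 mice, from 15.0 percentage points at 2 times the clustering resolution to 22.1 with a minimum of 2000 host UMIs, apart from genera other than Achromobacter, where it was 0.827 percentage points. With those genera the difference in bacterial UMIs per positive cell across the BTB was 0.0548, and 0 classes differed from ESs in place of 7 (exact permutation tests). Genera other than Achromobacter hold few UMIs, which limits what they can show. With each mouse left out in turn the difference in shares across the BTB ran from 15.6 to 20.1 percentage points and that in UMIs per positive cell from 1.28 to 2.54. With 5 mice the smallest exact p is 0.0625, so that no such fit can pass the threshold, and for the same reason no class differed from ESs with any mouse left out, while 7 did with all mice.

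The change of the BTB difference from young to old mice took the other direction at 2 times the clustering resolution (3.60 percentage points), with at least 2 bacterial UMIs per positive cell (0.814) and with shares standardised over host UMIs (0.00644). With one mouse left out it ran from -4.90 to 6.44, and it lay above 0 without replicate C of the young mice (6.44), replicate A of the old mice (1.10) or replicate B of the old mice (1.87). No direction can be given for it.

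The difference in the share of bacterial-positive cells between old and young mice was -0.0131 percentage points with equal bacterial UMIs per cell in every mouse. This setting removes differences in bacterial UMIs per cell between mice, so that it brings their shares together by design. By class, this setting gave -0.659 in SCs, -4.04 in LCs, -8.75 in Fbs. With genera other than Achromobacter the differences of old minus young were -0.0220 in RSs, -0.981 in SCs, -0.414 in macrophages, -0.399 in ECs, -1.96 in LCs, -4.96 in Fbs, and those of PTMs and Fbs against ESs were -1.58 and -1.05. Standardised over host UMIs, Fbs had -0.424. The share of PTMs among all cells differed by -0.0156 percentage points without doublet removal. All of these went against the direction of the reported value.

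The range with each mouse left out in turn is given where a direction or a side of the threshold changed. For the M2 minus M1 score of macrophages, bacterial-positive minus negative it was 0.75 to 1.17. For the bacterial UMIs per positive cell, old minus young it was -0.0846 to 0.420. For the cell class share of old minus young it was -1.35 to 0.972 in SPCs, -0.0716 to 0.0797 in PTMs, -0.0465 to 0.457 in ECs (percentage points). For the bacterial-positive share by class of old minus young it was -0.0472 to 17.4 in SPGs, -0.430 to 8.35 in LCs, -5.80 to 10.6 in Fbs (percentage points). Without replicate B of the young mice, old mice had fewer bacterial UMIs per positive cell (-0.0846), and so without replicate A of the old mice (-0.0328).

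In macrophages the share of bacterial-positive cells in M2-like minus M1-like cells passed the threshold (p = 0.031, exact test) without doublet removal (19.0 percentage points), with a minimum of 2000 host UMIs (20.7), with at least 2 bacterial UMIs (16.9) and standardised over host UMIs (16.6). The M2 minus M1 score of bacterial-positive minus negative cells was 0.91 without doublet removal (p = 0.0625, exact permutation test) and 0.79 with cells matched on host UMIs (p = 0.125, exact permutation test). The number of classes that passed an adjusted p of 0.05 for the ratio of host UMIs in positive over negative cells (exact permutation test) was 7 with a minimum of 2000 host UMIs and 7 with clusters named with a pseudocount of 5, against 0.

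The counts of genes called by age moved by over 1.5 times under several alternatives, and the count over all classes was 1156 as reported. At the study's threshold of an unadjusted p under 0.01 it was 2389, with 4 in SPGs, 76 in SPCs, 365 in RSs, 245 in ESs, 371 in SCs, 1 in ECs, 98 in LCs, 5 in PTMs and 28 in Fbs. Without doublet removal it was 2959, with 763 in SCs and 2187 in macrophages (1225 higher and 962 lower in old mice). DESeq2 called 998, with 7 in SPCs, 123 in RSs, 30 in ESs, 5 in SCs and 14 in LCs. With no filter on low counts 2251 were called, with 8 in SPCs, 330 in RSs, 90 in ESs, 59 in SCs, 4 in ECs, 190 in LCs, 6 in PTMs and 12 in Fbs. Limited to its M1-like and M2-like clusters, the macrophage class had 0 by edgeR (331 at an unadjusted p under 0.05), and with clusters named with a pseudocount of 5, SPGs had 6.

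With each mouse left out in turn, the count of genes called by age over all classes ran from 450 to 1904, with 1 to 4 in SPCs, 0 to 397 in RSs, 0 to 17 in ESs, 0 to 8 in SCs, 446 to 1858 in macrophages, 0 to 1 in ECs, 0 to 20 in LCs and 0 to 1 in Fbs. In RSs 397 genes were called without replicate B of the old mice and 34 without replicate A, in LCs 20 without replicate C of the young mice, and in ESs 17 without that mouse and 6 without replicate B. In SCs 8 were called without replicate A of the young mice and in SPCs 4 without replicate B. In macrophages, the counts without replicates A, B and C were 586, 1158 and 1858 for young mice and 918, 610 and 446 for old mice. Fbs kept a called gene without replicate A of the old mice and had 0 without any other mouse, by edgeR.

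The replicate letters A, B and C are shared by young and old mice, and were checked for pairing. In 5 cell classes the deviations of young and old mice of one letter from the mean of their age had correlations of -0.51 to 0.54 over 15 pairs, of which 6 were over 0.1. Pairs over 0.1 throughout were found in ESs alone (0.153 to 0.211), so that the letters were not taken to pair the mice, which in ESs stays open. With the replicate block on these letters, 1450 genes were called by age over all classes, with 6 in SPCs, 14 in RSs, 16 in ESs, 1 in SCs, 2 in ECs and 2 in Fbs.

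The counts of genes called by bacterial status came to 1409 over the 9 classes. At the study's threshold 2990 were called, with 625 in SPGs, 38 in RSs, 1656 in SCs, 64 in macrophages, 29 in ECs, 46 in LCs and 26 in Fbs. Without doublet removal the count was 5353, with 7 in SPGs, 7 in RSs and 4840 in SCs. With at least 2 bacterial UMIs for a positive cell it was 870, with 2 in SPGs, 543 in SPCs, 38 in RSs, 286 in ESs, 0 in SCs and 1 in LCs. Cells matched on host UMIs gave 1223, with 956 in SPCs, 9 in RSs, 107 in SCs, 3 in macrophages, 1 in ECs, 1 in LCs and 1 in Fbs. DESeq2 called 1196, with 62 in SPGs, 47 in SPCs, 16 in ESs and 1 in Fbs. With no filter on low counts 4339 were called, with 1615 in SPGs, 13 in RSs, 2103 in SCs, 37 in macrophages, 78 in ECs, 14 in LCs and 4 in Fbs. Cells matched on cluster gave 15 in SPCs, 32 in ESs and 3 in SCs. With M1-like and M2-like macrophages alone 39 genes were called in macrophages, and 25 were called in SPGs with clusters named with a pseudocount of 5. Without the mouse as a block (no replicate block), 32 genes were called, with 1 in SPGs, 10 in SPCs, 1 in RSs, 16 in ESs, 1 in SCs and 3 in LCs. In SCs the 0 of edgeR with at least 2 bacterial UMIs came with 2607 genes at an unadjusted p under 0.05.

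With each mouse left out, the genes called by bacterial status over all classes numbered 279 to 3039, with 0 to 70 in SPGs, 112 to 367 in SPCs, 0 to 2610 in SCs, 0 to 1 in LCs and 0 to 5 in Fbs. In SCs the counts were 6, 613 and 2610 without replicates A, B and C of the young mice and 21, 1323 and 0 without those of the old mice, so that the size of this count depends on single mice. In SPGs 70 genes were called without replicate B of the young mice, in Fbs 5 without replicate C, and in SPCs 367 without replicate A and 112 without replicate A of the old mice. In LCs 1 gene was called without replicate C of the young mice and 0 without any other mouse, by edgeR.

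Among the genes named, the following log2 fold changes, none of them past the threshold with all mice, changed direction. Cdk1 in SPGs (by age, -0.023) was 0.027 without doublet removal and -0.28 to 0.12 with one mouse left out. Bmp7 in SPGs (by age, -0.14) was -0.41 to 0.16 with one mouse left out. F11r in SCs (by age, -0.026) was -0.17 to 0.15 with one mouse left out. Nmb in LCs (by age, 0.26) was -0.017 without doublet removal. Adrm1 in SCs (by status, 0.26) was -0.058 with at least 2 bacterial UMIs. Ifitm3 in macrophages (by status, -0.30) was 0.083 with cells matched on host UMIs. Abca1 in macrophages (by status, -0.075) was 0.021 with cells matched on host UMIs, 0.40 in M1-like and M2-like macrophages alone, 0.057 without the mouse as a block and -0.33 to 0.25 with one mouse left out. Cd63 in macrophages (by status, -0.055) was 0.13 with cells matched on host UMIs, 0.34 in M1-like and M2-like macrophages alone, 0.16 without the mouse as a block and -0.29 to 0.23 with one mouse left out. Lamtor1 in macrophages (by status, 0.30) was -0.19 with at least 2 bacterial UMIs. Uvrag in macrophages (by status, -0.14) was 0.24 in M1-like and M2-like macrophages alone. Kit in LCs (by status, -0.039) was 0.027 without doublet removal, 0.074 with at least 2 bacterial UMIs, 0.085 with no filter on low counts and -0.16 to 0.018 with one mouse left out. Cyp11a1 in LCs (by status, 0.053) was -0.013 without doublet removal, -0.048 with cells matched on host UMIs and -0.016 to 0.11 with one mouse left out. Cyp17a1 in LCs (by status, -0.0044) was 0.067 with at least 2 bacterial UMIs, 0.0047 by DESeq2, 0.12 with no filter on low counts, 0.023 without the mouse as a block and -0.057 to 0.027 with one mouse left out. Hsd3b1 in LCs (by status, 0.12) was -0.0083 to 0.20 with one mouse left out. Hsd3b6 in LCs (by status, 0.18) was -0.10 with cells matched on host UMIs. Hsd17b3 in LCs (by status, 0.15) was -0.035 with at least 2 bacterial UMIs. No called gene among those named changed direction under any alternative.

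Some alternatives gave no value because a gene fell below the count filter: Nmb and Timp1 in LCs, Il6st in ECs, Gm26708 in SPGs, and Klf10, Speer4b and C730002L08Rik in SCs with cells matched on host UMIs, C730002L08Rik also with at least 2 bacterial UMIs, Klf10 also without replicate A of the young mice, and Katnal2 and Pxt1 in M1-like and M2-like macrophages alone. Ifitm2, Ifitm3 and Il6st in ECs had no value without replicate B of the old mice, a mouse with too few such cells to enter that comparison. PTMs had too few cells for the comparison by bacterial status as reported. Without doublet removal 6 mice, and with at least 2 bacterial UMIs 5 mice, had enough of them, and these comparisons were not run. Depth limits the small classes most, with 15 ECs in the mouse with the fewest of them and 18 PTMs. With clusters named with a pseudocount of 5 no cluster was named ECs, so that the share of ECs had no value, and genes were compared under it in SPGs alone, where Gm26708 had no value.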

Differences from the paper's values

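Some alternatives that follow, where named so, were chosen after the data were seen. Over somatic classes 587 genes were higher in bacterial-positive cells (the paper's value is 2,384) and 409 lower (the paper's value is 2,037). In germ cell classes 297 were higher (the paper's value is 2,037) and 116 lower (the paper's value is 25). The paper's test took cells as replicates, and here mice were the replicates. Of the alternatives set before the data were examined, no doublet removal gave 2560 higher and 2286 lower in somatic classes, both within 1.5 times the paper's value, as were 1415 lower genes in somatic classes without replicate C of the young mice and 1865 higher in germ cell classes with no filter on low counts. None of the other alternatives did so for these 3 counts, and none at all for the genes lower in germ cells. The paper prints one number for the genes higher in germ cells and for those lower in somatic cells, while the bars of Fig. 5 for the latter sum to far less.

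For the difference across the BTB, the exact sign-flip permutation test over mice gave p = 0.25 in young mice (the paper's p is 0.063), p = 0.25 in old mice (the paper's p is 0.00081) and p = 0.031 over all mice (the paper's p is about 0.00041 in Fig. 3H, read by eye). The points of the paper are single classes of each mouse in Fig. 3H and single cell types in Fig. 4E, while mice were compared here, and 3 mice cannot give an exact p below 0.25 nor 6 mice one below 0.031. None of the alternatives set before the data were examined for this test reached the paper's p in any of the 3 groups.

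Between ages, edgeR called the following numbers of genes higher and lower in old mice, beside the paper's values in Fig. 2B, read by eye, whose test took cells as replicates. They were 0 and 0 in SPGs (the paper's are about 37 and about 160), 0 and 1 in SPCs (the paper's are about 240 and about 740), 5 and 1 in RSs (the paper's are about 120 and about 370), 1 and 0 in ESs (the paper's are about 21 and about 870), 1 and 1 in SCs (the paper's are about 180 and about 1400), 0 and 0 in ECs (the paper's are about 12 and about 110), 0 and 0 in LCs (the paper's are about 530 and about 390), 0 and 0 in PTMs (the paper's are about 27 and about 150) and 1 and 0 in Fbs (the paper's are about 85 and about 110). In macrophages 851 genes were lower (the paper's value is about 120 in Fig. 2B, read by eye). The classes with 0 called genes by edgeR had 52 genes (SPGs), 28 (ECs), 788 (LCs) and 24 (PTMs) at an unadjusted p under 0.05, and DESeq2 called 0, 0, 14 and 0. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times the paper's value for the genes higher in RSs (118) and in ESs (14), and none did for the other counts by age named here, the paper's own threshold of an unadjusted p under 0.01 included.

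By bacterial status, the genes higher in positive cells numbered 0 in macrophages (the paper's value is about 340), 0 in ECs (the paper's value is about 33), 6 in LCs (the paper's value is about 1100) and 0 in Fbs (the paper's value is about 140), the paper's values from Fig. 5, read by eye. The paper's test took cells as replicates. In macrophages, ECs and Fbs, with 0 called by edgeR, 324, 162 and 143 genes had an unadjusted p under 0.05, and DESeq2 called 0, 0 and 1. Of the alternatives set before the data were examined, the paper's threshold gave 27 higher genes in ECs, within 1.5 times the paper's value, and none did so for macrophages, LCs or Fbs.

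Some statements on genes and rankings also differ. The paper names LCs as the class with most DEGs by bacterial status, while 990 genes were called in SCs and 6 in LCs. For age the paper puts LCs and macrophages first among somatic cells, where 0 genes were called by edgeR in LCs (788 at an unadjusted p under 0.05, and 14 called by DESeq2) and 1145 in macrophages, most of them lower in old mice, while the paper describes more genes as raised, a balance found here without doublet removal (1225 higher and 962 lower in macrophages). The paper reports fewer SPGs in old mice, a direction found here too, with p = 0.200 (exact permutation test), and with clusters named with the pseudocount of 5 that was tried first, in place of the value of 1 chosen after the clusters were seen, every old mouse lay below every young mouse, by -1.66 percentage points in the mean (p = 0.1). It reports Cdc6, Ccnd1 and Cdk1 as reduced in old SPGs, and none was called (log2 fold changes of -0.47, -0.32 and -0.023). With all mice, 5 other settings gave -0.52 to -0.46, -0.57 to -0.23 and -0.31 to 0.027 for these genes, none called. Bmp7, which the paper reports as reduced with age without naming a cell class in its text, was not called in SPGs (-0.14). It reports Sox9, F11r, Wt1 and Akap9 as lower in old SCs, and they were not called (log2 fold changes of -0.38, -0.026, -0.30 and -0.45), apart from Sox9 without doublet removal (adjusted p = 0.0433 from edgeR). Of the first 5 genes of Table S1, 1700016K05Rik was called, Slc41a3 and Tmem267 were called with no filter on low counts, and 4930570D08Rik and Gm614 under no setting. Slc41a3 also passed the paper's threshold of an unadjusted p under 0.01 (p = 0.00434 from edgeR), with a rise that rested on replicate B of the old mice. The paper describes the disparity across the BTB as larger in old mice, while the change was -0.0376 percentage points (exact permutation test, p = 1), and in bacterial UMIs per positive cell it was 1.95 (exact permutation test, p = 0.4), in the paper's direction, with 1 old mouse at 6.63 that rests on 2 cells.

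The paper reports Nmb as reduced in old mice and names no cell class for it in its text. In LCs, the class taken here, the log2 fold change of Nmb was 0.26, not called, so that unlike groups may be compared. In LCs the paper reports Nmb, Nmbr and KIT signaling as raised in positive cells. Nmb had a log2 fold change of 0.52 and Kit of -0.039 (adjusted p = 1.000 and 1.000 from edgeR), neither was called under any setting, and Nmbr had too few counts for a test unless the filter on low counts was lifted or DESeq2 was used, and was not called then. It reports Sox9, Adrm1 and Dmrt1 as raised in positive SCs, of which Sox9 was called (log2 fold change 1.24), Adrm1 was not called under any setting (0.26), and Dmrt1 (0.54) was called without doublet removal (adjusted p = 0.00570 from edgeR), with no filter on low counts (0.0251) and without replicate C of the young mice (0.0186). In macrophages it reports Abca1, Cd63, Lamtor1 and Uvrag as raised and Jund, H2-Eb1, Nfkbia and Ccl4 as lowered in positive cells. None was called, with log2 fold changes of -0.075, -0.055, 0.30 and -0.14 for the former and -0.81, -0.96, -0.84 and -1.09 for the latter, which were lower in 6 of 6 mice. At the paper's threshold of an unadjusted p under 0.01, Jund (p = 0.00156 from edgeR), H2-Eb1 (0.00316) and Nfkbia (0.00484) passed. Ccl4 (0.0102) did not, nor did Abca1, Cd63, Lamtor1 or Uvrag. With no filter on low counts H2-Eb1 (adjusted p = 0.0286 from edgeR) and Ccl4 (0.00530) were called. With M1-like and M2-like macrophages alone, a setting chosen after the values had been seen, H2-Eb1 (0.00723) and Nfkbia (0.0474) were called, and Abca1, Cd63, Lamtor1 and Uvrag, not called, had log2 fold changes of 0.40, 0.34, 0.44 and 0.24, all in the paper's direction. The paper describes Timp1, Il6st, Ifitm2 and Ifitm3 as alike in positive and negative cells, and Il6st in SCs was called without doublet removal (0.00964), without replicate C of the young mice (0.0470) and with as many cells as the matching on host UMIs left, drawn at random, a setting chosen after the data were seen (0.0452), and otherwise not.

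The shares of positive cells by mouse shown in Fig. 3C lie near those found here if its numbers 1 to 3 are taken as replicates C, B and A of each age, which leaves the ages unchanged.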

Other observations

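The tests by correlation with genes that overlap host ribosomal RNA, by cells matched on cluster and by other groupings of the libraries were written down before their own results, although the match on cluster was chosen after the data were seen, and all other tests in this part were chosen after the result had been seen. Among these, standardising and matching on host UMIs and thinning had been set in advance as alternatives but not as tests of an explanation, while the cells drawn at random and the setting with M1-like and M2-like macrophages alone were themselves chosen later.

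The share of bacterial-positive cells was higher outside than inside the BTB. Host UMIs per cell differ between classes. Standardised over host UMIs, the difference was 20.2 percentage points and above 0 in 6 of 6 mice. Strata of under 5 cells were left out, so that classes of unlike depth could rest on different strata. The standardised value therefore does not exclude host UMIs per cell. Free bacterial RNA alike in all droplets would give LCs the share of the barcodes that failed the filters, and they lay 37.8 ± 7.42 percentage points above it, in 6 of 6 mice. The comparison with the failing barcodes argues against free RNA alike in all droplets as the whole cause. Host UMIs per cell, uptake of free RNA that differs between cells and unequal lysis stay open. So do capture of ribosomal RNA that varies between droplets and bacteria that are truly more frequent outside the BTB. With genera other than Achromobacter, which hold few UMIs, the difference was 0.827 percentage points.

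Old mice had a higher mean share of bacterial-positive cells. After thinning to equal bacterial UMIs per cell, the shares of single mice lay between 27.2% and 31.9%, and the difference of old minus young was -0.0131 percentage points. Depth of the 16S libraries and more bacteria in old testes cannot be told apart, because both raise the bacterial UMIs per cell of a mouse, and the tables hold no total of reads of the 16S libraries to scale by.

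Of the 851 genes lower in macrophages of old mice, 98.7% had their highest level in a germ cell class, against 62.5% of the genes tested and 7.48% of the genes that rose. With M1-like and M2-like macrophages alone, which leaves out 2 clusters led by germ cell genes and 1 led by antibody genes, edgeR called 0 genes, with 331 at an unadjusted p under 0.05, on fewer cells and without a run of DESeq2. A candidate explanation for most of the fall is germ cell RNA in the macrophage clusters that was more abundant in young mice, through doublets, free RNA or germ cells taken up by macrophages. The count was 586 without replicate A, 1158 without replicate B and 1858 without replicate C of the young mice, and 918, 610 and 446 without those of the old mice. A change in the macrophages themselves stays open and was not tested apart from this.

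In SCs 990 genes were called by bacterial status. With positive and negative cells matched on host UMIs 107 were called, while as many cells drawn at random gave 1734, so that the fall is not one of cell number. With cells matched on cluster 3 genes were called, with 662 at an unadjusted p under 0.05. As many cells as this match left were not drawn at random, so that a loss of cells stays open for it. Of the genes lower in positive SCs 96.8% had their highest level in a germ cell class, against 68.5% of the genes tested. These values fit with a candidate explanation in which positive and negative SCs differ in host UMIs, in cluster and in germ cell RNA. How much is tied to bacteria alone cannot be told from them. Other groupings of the libraries gave as many calls in 1 of 21, the true one counted, the smallest share these groupings can give, so that chance can be excluded at 0.05 without adjustment over the 9 classes, but not these explanations. The count was 6 without replicate A, 613 without replicate B and 2610 without replicate C of the young mice, and 21, 1323 and 0 without those of the old mice.

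The 13 genes called by status in at least 3 classes were higher in positive cells wherever called, and 2 of them overlap a ribosomal RNA gene of the mouse. If reads of host ribosomal RNA raised them, the other 11 genes would rise with these 2 also in bacterial-negative cells. Within clusters of negative ESs the mean rank correlation was 0.593 ± 0.0224 over 6 mice (0.571 to 0.623), above all 100 random sets of genes of like level in 6 of 6 mice (mean -0.0666, highest 0.130). Host UMIs per cell as the cause would leave most of the shared genes without a call once cells are matched on host UMIs. In SCs, where positive cells held 1.53 times the host UMIs of negative cells, 9 of the 10 that could be tested were still called with matched cells, with a median log2 fold change of 0.94 against 0.91 before, and in SPCs (ratio 1.10) and RSs (1.22) 13 of 13 and 4 of 4 were, which argues against host UMIs in these 3 classes. In ESs (13 of 13, ratio 0.957) and SPGs (3 of 3) the match decides nothing, since positive cells did not hold more host UMIs in every mouse. In LCs, with a ratio of 2.32, edgeR called 0 of the 6 with matched cells and 0 with as many cells drawn at random, so that host UMIs and the fall in cell number cannot be told apart. All 6 stayed higher in matched positive LCs (median log2 fold change 0.81), with 88 genes at an unadjusted p under 0.05, and DESeq2 was not run on matched cells. A candidate explanation is that capture of ribosomal RNA, host and bacterial, varies between droplets, which could raise both these genes and the positive calls. ESs were parted into 4 groups by their counts of genes that overlap host ribosomal RNA. The share of bacterial-positive cells was 32.4% ± 10.7 in the lowest group and 52.9% ± 11.3 in the highest (SD, n = 6). The difference was 20.6 ± 3.01 percentage points, above 0 in 6 of 6 mice (exact sign-flip permutation test, p = 0.031). A response to bacteria that raises all of these genes would give the same difference and stays open.

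With 3 mice against 3 there are 10 groupings of the libraries, so that chance cannot be excluded for any count by age. The true grouping counted, as many genes were called in 1 of 10 groupings in RSs, 1 in SCs, 1 in macrophages, 1 in Fbs, 2 in SPCs, 2 in ESs, and 10, 10, 10 and 10 in SPGs, ECs, LCs and PTMs, where no gene was called by edgeR and every grouping must give as many. By bacterial status, with the status swapped within some of the mice, 1 of 21 groupings, the true one counted, gave as many calls in SPGs, 1 in SPCs, 1 in ESs and 1 in SCs, the smallest share these groupings can give. Chance can be excluded for these at 0.05 in each class alone, without adjustment over the 9 classes, and cannot be excluded for RSs (4 of 21) and LCs (3). In macrophages (21 of 21), Fbs (21) and ECs (16 of 16) no gene was called by edgeR, so that every grouping gives as many and the count says nothing.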
